# Reprogramming of epidermal keratinocytes by PITX1 transforms the cutaneous cellular landscape and promotes wound healing

**DOI:** 10.1172/jci.insight.182844

**Published:** 2024-12-20

**Authors:** Andrew M. Overmiller, Akihiko Uchiyama, Emma D Hope, Subhashree Nayak, Christopher G. O’Neill, Kowser Hasneen, Yi-Wen Chen, Faiza Naz, Stefania Dell’Orso, Stephen R. Brooks, Kan Jiang, Maria I. Morasso

**Keywords:** Dermatology, Bioinformatics, Mouse models, Skin

## Abstract

Cutaneous wound healing is a slow process that often terminates with permanent scarring while oral wounds, in contrast, regenerate after damage faster. Unique molecular networks in epidermal and oral epithelial keratinocytes contribute to the tissue-specific response to wounding, but key factors that establish those networks and how the keratinocytes interact with their cellular environment remain to be elucidated. The transcription factor PITX1 is highly expressed in the oral epithelium but is undetectable in cutaneous keratinocytes. To delineate if PITX1 contributes to oral keratinocyte identity, cell-cell interactions, and the improved wound healing capabilities, we ectopically expressed PITX1 in the epidermis of murine skin. Using comparative analysis of murine skin and oral (buccal) mucosa with single-cell RNA-Seq and spatial transcriptomics, we found that PITX1 expression enhances epidermal keratinocyte migration and proliferation and alters differentiation to a quasi–oral keratinocyte state. PITX1^+^ keratinocytes reprogrammed intercellular communication between skin-resident cells to mirror buccal tissue while stimulating the influx of neutrophils that establish a pro-inflammatory environment. Furthermore, PITX1^+^ skin healed significantly faster than control skin via increased keratinocyte activation and migration and a tunable inflammatory environment. These results illustrate that PITX1 programs oral keratinocyte identity and cellular interactions while revealing critical downstream networks that promote wound closure.

## Abstract 2

Using scRNA-seq and Xenium spatial analysis, we illustrate that the oral epithelial transcription factor PITX1 transforms epidermal keratinocytes and the skin to promote wound healing.

## Introduction

Epithelial wound healing is a complex and tightly orchestrated biological process that restores tissue integrity and function after injury. Disparate body sites, such as the oral mucosa and skin, share a canonical cascade of healing stages after injury including (a) hemostasis, (b) inflammation, (c) reepithelialization/proliferation, and (d) tissue remodeling (1). Though similar in the overall progression of wound healing, the oral mucosa is known to heal faster than the skin and with higher fidelity (i.e., absence of or minimal scarring) and regeneration of adnexal structures, such as salivary glands (2). Multiple factors are known to influence the superior healing capabilities of the oral mucosa, including saliva, a measured inflammatory response to injury, and enhanced migratory and proliferative capabilities of the oral keratinocytes (3). Identifying the molecular factors that distinguish the 2 populations of keratinocytes has been a subject of ongoing investigation with the goal of applying insights to the design of novel therapeutic strategies for acute and chronic wounds (4).

Multiple comparative studies of oral and cutaneous wound healing have leveraged transcriptomic methodologies to identify the differences in healing progression (5). Earlier studies identified differences in the expression of immune-related genes during acute wound healing in oral and cutaneous tissues (3, 4, 6, 7). Notably, acute skin wounds express higher levels of collagens and enzymes related to tissue remodeling during the remodeling phase of healing, suggesting that mucosa rapidly resolves tissue remodeling while the skin is caught in a prolonged process of reorganization that leads to scarring. Follow-up studies demonstrated unique epithelial gene expression signatures in oral and skin acute wounds. They confirmed that oral keratinocytes migrate and proliferate much faster than skin-derived keratinocytes. Critically, oral keratinocytes release fewer inflammatory cytokines and chemokines both at baseline and when stimulated with inflammatory mediators, such as IL-1β or IL-6 (3, 6). Recently, a human clinical study allowed for longitudinal and paired wound healing sampling (4). RNA-Seq was used to compare the transcriptomes of human oral and skin acute wounds up to 6 days after injury. Confirming prior observations of enhanced healing and tightly regulated immune and epithelial responses, this study illustrated that the transcriptomic patterning of oral keratinocytes exists in a primed state that is more responsive to insult than the skin. Comparing the transcriptomes of the human acute wounds to published datasets of human and murine keratinocytes, a small subset of genes unique to oral keratinocytes and virtually absent in skin keratinocytes was identified and included the transcription factors SOX2 and PITX1. SOX2 is vital for the establishment and maintenance of stem cells in oral mucosa but is found only in the dermal papilla and Merkel cells in the adult skin (8, 9). Ectopic expression of SOX2 in murine epidermal keratinocytes led to enhanced wound healing via increased keratinocyte proliferation and secretion of EGFR ligands (10). The role of PITX1 in both oral keratinocyte identity and wound responsiveness has not been defined.

PITX1 is a homeodomain transcription factor that is critical for the embryonic development of hind limbs and the anterior pituitary gland and for establishing left-right asymmetry (11). In the role of regulating epithelial biology, PITX1, along with SOX2 and the epidermal differentiation regulator TP63, function in a ternary transcriptional complex to maintain tumor-propagating cells in cutaneous squamous cell carcinoma (SCC) (12). Including its identified role as an oral signature gene during wound healing, PITX1 also contributes to the differentiation of limbal stem/progenitor cells to corneal epithelial cells downstream of RAR-related orphan receptor A (RORA) activation and chromatin remodeling (13). We hypothesize that expression of PITX1 in adult oral and corneal epithelium and its absence in the epidermis suggests that it may play a key role in tissue-specific keratinocyte identity and the ability of the tissue to heal more rapidly following injury compared with the skin.

The present study generated an inducible transgenic mouse model ectopically expressing PITX1 in the epidermis to assess how the transcription factor affects keratinocyte identity and the process of wound healing. To compare tissue-specific cell-cell interactions and consequences of PITX1 expression, scRNA-Seq and Xenium in situ spatial transcriptomics were performed on whole adult skin from control and PITX1-expressing mice and buccal mucosa from control mice. Keratinocytes comprised most cells in all datasets and were more proliferative in both the PITX1 skin and buccal mucosa (PCNA^+^). Subpopulations of skin keratinocytes from PITX1 mice were shifted to a more oral-like transcriptomic state by expressing canonical activated keratinocyte and oral genes that were direct transcriptional targets of PITX1 as verified by CUT&Tag-Seq. Uniquely, PITX1 expression stimulated pro-inflammatory gene expression networks, recruiting neutrophils to the skin of these mice. These neutrophils were highly concentrated around hair follicles and had distinct cell-cell communication with various subpopulations in the PITX1 skin. Finally, PITX1 enhanced full-thickness cutaneous wound healing by promoting keratinocyte migration and stimulating a neutrophil-spearheaded immune response into the wound bed. This study demonstrates that PITX1 is a key transcriptional determinant of oral keratinocyte identity and can independently drive a pro-healing wound response. The combination of single-cell and spatial transcriptomic analyses identified key factors driving the skin-to-oral keratinocyte lineage shift and neutrophil recruitment that may serve as targets for therapeutic modalities to treat cutaneous wounds.

## Results

### Generation and histologic analysis of PITX1^+^ mice.

To investigate a possible role of the transcription factor PITX1 in programming an oral epithelial lineage, we generated Tet-On, TRE-*Pitx1*/*Krt5*-rtTA transgenic mice (14). Littermates were fed either normal chow (control) or doxycycline-containing chow (PITX1^+^) starting in telogen hair phase for 6 weeks to induce PITX1 expression in the epidermis (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182844DS1) (15). PITX1 expression in the skin caused extensive, irreversible alopecia that primarily affected the dorsal and ventral skin but occasionally spread to occipital and peripheral regions as well (Figure 1A and Supplemental Figure 1A). We verified ectopic PITX1 expression in the skin via immunofluorescence (IF) staining and quantitative PCR (qPCR) and showed endogenous PITX1 expression in control mouse buccal mucosa (Figure 1B and Supplemental Figure 1B). Histologically, PITX1^+^ skin had extensive epidermal and follicular hyperplasia and parakeratosis, sebaceous gland hyperplasia, and substantial immune cell infiltration into both the dermis and surrounding the hair follicles, suggesting a breakdown of the immunoprivilege of the follicles (Figure 1B) (16). The hypertrophy of the hair follicles in the PITX1^+^ mice corresponds with follicles arrested at the peak of the anagen. Comparatively, the hyperplastic interfollicular epidermis mirrored the much thicker epithelium of the buccal mucosa (Figure 1B). Oral keratinocytes in vivo proliferate much faster than their cutaneous counterparts (3). Both PITX1^+^ skin and buccal mucosa had significantly increased proliferation in vivo as measured by PCNA IF (Supplemental Figure 1C). Another feature of oral keratinocytes is their enhanced migratory potential compared with cutaneous keratinocytes (4). Similarly, PITX1^–^ expression significantly drove skin keratinocyte migration in vitro (Supplemental Figure 1D). Together, PITX1^+^ murine skin has structural and functional changes in the keratinocyte populations, such as increased proliferative and migratory capabilities.

### Comparative single-cell RNA-Seq and Xenium in situ analysis of control skin, PITX1^+^ skin, and buccal mucosa.

While PITX1^+^ expression is limited to keratinocytes, extensive alterations in other skin-resident cells were readily apparent upon transgene induction (Figure 1, A and B). To evaluate the effect of PITX1 expression in all compartments of the skin and compare those changes with healthy buccal mucosa, we performed single-cell RNA-Seq (scRNA-Seq) and Xenium in situ spatial analysis (Figure 1, C and D). The cells obtained from control skin (*n* = 8 mice), PITX1^+^ skin (*n* = 8), and buccal mucosa (*n* = 7 pools) for sequencing and analysis were pre-processed and screened for quality control features prior to bioinformatic integration using the Seurat platform and manual annotation of resultant clusters to generate generic cell type categories (Supplemental Figure 2, A–E, and Supplemental Methods) (17, 18). Across the conditions, most cells were keratinocytes (57%–71%) while immune cells (5%–21%) and fibroblasts (10%–22%) comprised most of the remaining cells in the skin sets, and vascular (2%–7%) and salivary gland cells (0%–6%) comprised high proportions of the buccal mucosa set (Figure 1C). Minor cell types, such as neural cells (0.6%–1.4%), melanocytes (0%–0.21%), and skeletal muscle cells (0.12–0.23%), were also captured in this analysis. The buccal mucosa had fewer immune cells and fibroblasts and more vascular and salivary cells compared with control skin. The increased proportion of salivary cells in the buccal mucosa was likely an artifact of a single buccal mucosa sample having a high number of these cells (Supplemental Figure 2B). Intriguingly, PITX1^+^ skin has a slightly, but significantly, increased proportion of vascular cells while having an increased, but nonsignificant, proportion of immune cells (Figure 1C). These variabilities are a result of the slightly different proportions of cells captured between sexes in the 3 tissue types — PITX1^+^ females had significantly more immune cells than control females while PITX1^+^ males had significantly more vascular cells (Supplemental Figure 2C). Additionally, a few (470 control, 775 PITX1^+^) skin cells clustered with salivary cells. Analyzing where these “salivary” cells clustered in a skin-only dataset, the majority were keratinocytes, though some also clustered with immune cells, fibroblasts, and melanocytes (Supplemental Figure 2D). These results illustrate the complexity and challenge of integrating single cells isolated from different tissues that other studies have also confronted (19).

Though scRNA-Seq allows powerful insight into the transcriptomics of individual cells constituting a tissue, it inherently lacks the capability to discern organization and precise cell-cell interactions. To address this, we performed Xenium in situ spatial analysis on skin and buccal samples. 

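Xenium counts single transcripts in place in a tissue section, with probes against a fixed gene panel, and assigns each transcript to a cell outlined around its stained nucleus. The sections lay on 4 slides, which held male unwounded skin, female unwounded skin, buccal mucosa and male wounds. The authors deposited each slide as the instrument wrote it, with a table of decoded transcripts (position, quality score, cell) and a table of cells (position, transcript counts), without normalization. Transcripts with a quality score of at least 20 were used, and their sums per cell equalled the deposited counts in 100% of cells. There were 6288712 such transcripts and 91345 cells on the male slide, 10412627 and 182402 on the female slide, 8797668 and 67803 on the buccal slide, and 10483436 and 174241 on the slide with wounds. Between 98.1% and 99.1% of these transcripts lay in cells, and codes that belong to no gene were read at 0.0375% to 0.0980% of them. The labels give the tissue and sex of a slide, not the condition of each section on it. Sections were therefore separated by position alone, joining cells within 100 µm on the unwounded slides, and each was matched by its number of cells to the section totals behind Figure 1D in the Supporting Data Values, with no gene looked at. Counting cells with at least 3 different genes, all 14 unwounded sections came within 0.49% of a listed total, and the nearest total of another condition was at least 8.64% away. This filter and the joining distance were picked after several filters had been set against the listed totals. With at least 3 transcripts per cell in its place, the largest difference was 1.85%. The match gave 3 Control sections (numbered 1 and 2, female, and 3, male), 4 sections matched to PITX1+ skin (1 and 2, female, and 3 and 4, male) and 7 buccal sections. Transcripts in a section numbered 474847 to 749248 in Control skin (median 498617), 2832562 to 5581930 in the sections matched to PITX1+ skin (median 3146634) and 136365 to 2368603 in buccal mucosa (median 1427488). The median per cell was also lower in Control sections (17 to 28) than in those matched to PITX1+ skin (30 to 83) or buccal mucosa (33 to 124), so levels are given as counts scaled to a common total over all panel genes (CPM) unless stated per cell. Cells were not taken as replicates. Counts were summed over the cells of one class in one section, and the sums were compared between sections by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM scaling and with the slide, which is also the sex, as a covariate. Outlines can merge neighbouring cells or take up transcripts from outside the cell, and no caller of doublets was run.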

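*Pitx1*, the induced gene, was counted to check the matching and played no part in it. In keratinocyte-like cells of the male slide it stood at 1073 and 869.8 CPM in the sections matched to PITX1+ skin and at 15.3 CPM in the Control section. On the female slide it stood at 41.9 and 78.8 CPM in the sections matched to PITX1+ skin, from 91 and 252 transcripts, and at 52.0 and 54.8 CPM in the Control sections. Over both slides the log2 fold change was 1.78 (standard error 0.96) with 3 of 4 sections above every Control section, and an adjusted p of 0.179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change itself differed between the slides, by 5.11 on the log2 scale (adjusted p = 0.0267 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).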

Xenium allows the capture of precise subcellular localization of selected transcripts and algorithmically partitions cell borders, allowing the transcripts to be assigned to unique cells (20). Xenium was able to capture and distinguish the various unique cell types comprising both the skin and buccal mucosa with a custom panel of 328 transcript-targeting probes (Figure 1D; Supplemental Figure 3, A–C; and Supplemental Table 1). 

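All 328 panel genes were detected on each slide. Cells with at least 10 transcripts were grouped into 45 clusters by k-means on principal components of log-scaled counts, leaving out 40 genes whose levels are compared as results. A cluster took the name of the class with the most markers among its 10 leading genes by fold, if at least 3 of that class's markers were raised 1.5-fold or more and found in at least 10% of its cells. Where classes tied, also with none of their markers among the 10, the class with the most markers raised in this way gave the name, as for a cluster of 8325 cells named fibroblast-like. The marker lists were fixed in advance, while this rule was set after the clusters had been seen. Clusters that met no name were led by rare transcripts of several lineages or held few transcripts per cell. Such unnamed cells made up 17.7% of 41797 Control cells, 6.69% of 198752 cells in the sections matched to PITX1+ skin and 3.65% of 62778 buccal cells. The remaining cells were keratinocyte-like, sebaceous-like, immune-like, fibroblast-like, vascular-like, mesenchymal-like, neural-like or salivary-like. A fibroblast-like cluster was led by the inflammatory genes *Cxcl5*, *Ptx3*, *Timp1*, *Saa3* and *Ccl7*.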

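With at least 3 different genes per cell, the 14 unwounded sections held 332096 cells, and the paper's reported total is 331572. Among cells with at least 10 transcripts, keratinocyte-like and sebaceous-like cells together made up 36.1% ± 3.91 (SD, n = 3 sections) in Control skin, 46.4% ± 6.02 (n = 4) in the sections matched to PITX1+ skin and 29.2% ± 13.4 (n = 7) in buccal mucosa. Immune-like cells made up 12.4% ± 2.61, 14.9% ± 7.02 and 4.45% ± 1.56 in the same order, and fibroblast-like cells 20.7% ± 3.11, 22.5% ± 1.94 and 14.5% ± 4.67. For vascular-like cells the shares were 2.44% ± 0.600, 3.38% ± 1.16 and 11.1% ± 4.17, and for mesenchymal-like cells 8.07% ± 1.44, 5.19% ± 3.68 and 25.9% ± 6.34. Neural-like cells were found at 2.35% ± 0.839, 1.17% ± 0.654 and 3.59% ± 1.30. Salivary-like cells were found at 0.0644% ± 0.104, 0.00847% ± 0.00634 and 6.54% ± 16.2, the last mean resting on 1 section at 43.2% while the 6 others lay between 0.0197% and 1.73%. Buccal sections held fewer immune-like cells and more vascular-like and mesenchymal-like cells than every Control section in 7 of 7 sections (two-sided exact permutation test, p = 0.0167 for each, the smallest that 3 sections against 7 allow, and 0.0458 after Benjamini-Hochberg adjustment over 11 classes). Their share of fibroblast-like cells was lower by less than the test resolves after adjustment (exact permutation p = 0.0333, adjusted p = 0.0733), and with 30 clusters it was 1.08 percentage points higher than in Control skin. Between Control skin and the sections matched to PITX1+ skin no class passed the adjustment. The smallest exact permutation p was 0.0571, the least that 3 against 4 sections allow, shared by keratinocyte-like with sebaceous-like cells, neutrophil-like cells (both higher in 4 of 4 sections) and unnamed cells (lower in 4 of 4), each with an adjusted p of 0.210. The number of clusters moved the immune-like share most: with 30 clusters the sections matched to PITX1+ skin fell by 8.75 percentage points against Control skin, and without PITX1+ section 1 they fell by 0.220.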

In total 331,572 cells were analyzed, and stark differences in the proportionality of the constituent cell types were found via Xenium: keratinocytes (31%–43%), immune cells (10%–23%), fibroblasts (16%–25%), and vascular (5%–17%), neural (0.8%–4%), mesenchymal (4%–17%), and salivary gland cells (0%–5%) (Figure 1D). These results likely reflect the real distribution of the various cell types as some cell types have been difficult to capture and sequence via scRNA-Seq (17, 21, 22). Insufficient samples were present to statistically evaluate any sex-based differences, though increases in keratinocytes, immune cells, and fibroblasts were observed upon PITX1 expression in both sexes (Supporting Data Values). 

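On the male slide, keratinocyte-like and sebaceous-like cells made up 32.0% of the Control section and 54.7% and 45.0% of the 2 sections matched to PITX1+ skin. On the female slide they made up 36.5% and 39.8% of the Control sections and 40.3% and 45.6% of the sections matched to PITX1+ skin. Immune-like cells made up 12.7% of the male Control section against 8.94% and 9.23%, and 14.8% and 9.65% of the female Control sections against 23.2% and 18.3%. For fibroblast-like cells the male shares were 24.2% against 20.6% and 24.6%, and the female shares 18.2% and 19.6% against 21.1% and 23.8%. Counted per mm², a unit added after the shares had been seen, immune-like cells numbered 299 in the male Control section against 454 and 369, and 428 and 212 in the female Control sections against 1364 and 1167 (exact permutation p = 0.114 over both slides). Fibroblast-like cells numbered 571 against 1048 and 981 per mm² on the male slide, and 526 and 431 against 1246 and 1516 on the female slide (exact permutation p = 0.0571). The difference between the sexes in these values was not tested.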

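Cell density was taken as cells with at least 10 transcripts over the area of the 50 µm squares that hold any. It was 2478 ± 359 cells per mm² (SD, n = 3) in Control skin, 5331 ± 1037 (n = 4) in the sections matched to PITX1+ skin and 4687 ± 1160.4 (n = 7) in buccal mucosa. The sections matched to PITX1+ skin lay above every Control section in 4 of 4 (two-sided exact permutation test, p = 0.0571), on the male slide with 5079 and 3994 against 2359 and on the female slide with 5891 and 6361 against 2882 and 2194. Buccal mucosa differed from Control skin by 2209 cells per mm² (exact permutation p = 0.05), and passed the threshold when Buccal section 3, with the lowest density, was left out (difference 2607, exact permutation p = 0.0238). Between the sections matched to PITX1+ skin and buccal mucosa the difference of 644 cells per mm² was within the spread of the sections (exact permutation p = 0.406).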

Even so, cellular density of the PITX1^+^ skin was significantly higher than control skin, but not buccal mucosa, corroborating histologic findings of cellular influx to that tissue (Supplemental Figure 3D). Less common cell types of the skin (melanocytes, adipocytes, interstitial fibroblasts, Merkel cells, etc.) were not detected in the Xenium data because of the limited number of marker genes employed. Nevertheless, our scRNA-Seq and Xenium data sets allow for more refined interrogation of the cellular interactions underpinning tissue specificity.

### PITX1 reshapes the identity of epidermal keratinocytes.

To assess if cutaneous PITX1 expression affects keratinocyte homeostasis and differentiation, skin and oral keratinocytes were subsetted separately and annotated based upon gene expression (Figure 2A and Supplemental Figure 4, A and B). Whereas the skin sample keratinocyte populations were roughly divided between IFE and hair follicle (HF) populations (control: 48% IFE, 37% HF; PITX1^+^: 45% IFE, 39% HF), oral keratinocytes were only divided on stratified epithelial subtypes, reflecting the lack of hair follicles. In the skin, PITX1 expression drove the expansion of Anagen HF and Sebaceous keratinocytes while reducing the proportions of HF Stem Cell, Upper HF Basal, and IFE Suprabasal populations (Supplemental Figure 4B). Morphologic observation of the hypertrophic PITX1^+^ hair follicles and sebaceous glands corroborated the scRNA-Seq findings (Figure 1B). The HF keratinocytes from the skin-only keratinocyte dataset were further subsetted (Supplemental Figure 4C). Given the apparent diminution in the proportion of HF-renewing stem cells and concomitant increase in terminally differentiated anagen HF keratinocytes with PITX1 expression, Ingenuity Pathway Analysis (IPA) was performed on the set of differentially expressed genes between control and PITX1^+^ populations (Supplemental Figure 4D). PITX1^+^ Anagen HF cells showed activation of proliferation, growth, and hyperplasia ontologies while the HF Stem Cells had immune response, tumor-related, and fibrosis/death-related ontologies activated. This analysis suggests that one potential mechanism underpinning the alopecia observed in these mice might be an immunologic assault on the HF Stem Cell population, leading to their decline and allowing Anagen HF cells to expand and ultimately terminally differentiate into a noncycling, nonfunctional HF. Indeed, Xenium analysis of hair follicles in PITX1^+^ skin corroborated this loss of HF Stem Cells while the proportion of terminally differentiating Anagen HF keratinocytes (evidenced by the expression of markers of terminal differentiation such as *Dlx3* and *Dsg4*) massively increased, leading to HF hypertrophy (Supplemental Figure 4, E and F).

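Among keratinocyte-like cells of all kinds, 105 of 328 genes passed an adjusted p of 0.05 between the sections matched to PITX1+ skin and Control skin, 46 higher and 59 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The choice of test moved this count most upward, to 183 with DESeq2, and leaving out the slide as a covariate moved it most downward, to 32. Single sections moved it as well, to 50 without Control section 1, 44 without Control section 2 and 37 without PITX1+ section 2. More genes were higher than lower without the slide as a covariate (21 and 11), without Control section 3 (62 and 29) or 1 (27 and 23), and without PITX1+ section 2 (24 and 13) or 1 (49 and 42). None of these settings held the makeup of the keratinocyte-like cells fixed. Cells named basal-like or differentiated-like were 60.1%, 76.8% and 76.3% of them in Control sections. In the sections matched to PITX1+ skin they were 11.8%, 26.0%, 28.9% and 23.5%. A change in makeup therefore stays open as a cause of changes in this class. *Dlx3*, a gene of terminal hair differentiation, was counted at 8189 ± 5165 CPM (SD, n = 4) against 1128 ± 408 (n = 3), a log2 fold change of 2.53 (standard error 0.50, adjusted p = 0.0141 from edgeR's quasi-likelihood test, higher than every Control section in 4 of 4). Without PITX1+ section 2 its adjusted p from the same edgeR test was 0.0571, the highest over its alternatives, which began at 1.30e-06. *Dsg4*, a desmosomal cadherin of the hair shaft, rose from 153 ± 119 to 2553 ± 1132 CPM, a log2 fold change of 4.26 (standard error 0.67, adjusted p = 0.00882 from edgeR's quasi-likelihood test, 4 of 4 sections higher). Both rose in both sexes, *Dsg4* by 5.85 in male and 3.53 in female sections on the log2 scale. Of 6 hair follicle stem cell markers fixed in advance, 3 passed 0.05 adjusted over the list alone and 2 over all genes tested. *Cd34* fell by 2.01 and *Krt15* by 2.82 on the log2 scale, below every Control section in 4 of 4 (adjusted p of 0.00140 and 0.00348 over the list, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while *Lgr5* changed by 0.71 in the other direction (adjusted p = 0.0497 over the list from the same edgeR test). Without the slide as a covariate neither *Cd34* nor *Krt15* passed over all genes. *Lhx2* (-0.62), *Sostdc1* (-0.32) and *Sox9* (0.15) changed by less than the test resolves. By the means of log2 CPM after TMM scaling within each sex, *Sox9* changed by -0.26 in male and 0.42 in female sections (adjusted p = 0.355 for the interaction in edgeR's quasi-likelihood test). *Cd34*, *Krt15*, *Lgr5*, *Lhx2*, *Sostdc1* and *Sox9* entered the clustering, so the sizes of stem cell and anagen clusters were not compared between the conditions.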

### Cutaneous keratinocyte differentiation acquires oral characteristics following PITX1 expression.

Pseudotime analysis of scRNA-Seq data allows for the capture of gene regulation along continuous biological processes and cell types, including epithelial differentiation (23–25). Oral and skin IFE keratinocytes undergo similar processes of terminal differentiation as evidenced by pseudotime analysis with the Monocle3 package (Figure 2B). Critically, pseudotime analysis allows for assessing the continuum of gene expression along pseudotime and agnostic of precise cell subtype. First, the top 100 genes whose expression most strongly correlates with pseudotime in the oral keratinocytes were identified. Next, the expression of these genes during pseudotime in the skin IFE keratinocytes was assessed. Certain pseudotime-expressed genes, such as *Krt77* or *Tgm3*, were specific to skin or buccal mucosa, respectively, irrespective of PITX1 expression (Figure 2C). Crucially, oral differentiation-specific genes, such as *Krt4*, *Crabp2*, *Krt6a/b*, *Sprr2a3*, and *Dsc2*, were induced following PITX1 expression. *Krt6a/b* defined a subset of “activated” keratinocytes that are more migratory, proliferative, and pro-inflammatory, often in response to wounding, and are expressed at baseline in oral mucosa (26). Our previous study identified the human orthologs *SPRR2A* and *DSC2* as highly upregulated genes in human buccal mucosa compared with skin at baseline and during wound healing (4). *Krt4*, a differentiating oral keratinocyte-specific keratin, and *Crabp2*, responsible for shuttling retinoic acid (RA) to cell nuclei and highly expressed in oral keratinocytes, were both induced in PITX1^+^ skin during keratinocyte differentiation (27). The transcription factors comprising the oral signature set identified from this study were found to be expressed in oral keratinocytes during pseudotime but were absent from either control or PITX1^+^ skin, demonstrating PITX1 expression alone does not influence the expression of these other transcription factors in healthy skin (Supplemental Figure 5A). Expression of additional transcription factor genes previously identified to be regulated by PITX1, *Trp63* and *Klf4*, were unaffected in the PITX1^+^ condition as well (12). Other pan-epithelial genes, such as *Cnfn*, *Sbsn*, and *Krt5*, all had relatively equivalent expression over pseudotime across conditions. Next, every skin IFE keratinocyte was scored on the expression of the top 100 oral pseudotime-dependent genes, with a higher oral pseudotime gene expression score demonstrating higher expression of the set of oral genes (Figure 2D). Overall, PITX1^+^ keratinocytes had higher oral pseudotime gene expression scores, further increasing as they differentiated, supporting the key role in driving oral epithelial identity and oral keratinocyte differentiation by PITX1.

### CUT&Tag-Seq reveals genomic binding of PITX1.

To determine which genomic loci are specifically bound by PITX1 in our mouse model, we employed CUT&Tag-Seq — a highly efficient and selective technique to assess genomic occupancy of histones or transcription factors like ChIP-Seq (28). CUT&Tag-Seq has superior specificity (i.e., lower background signal) and uses orders of magnitudes fewer cells as an input (roughly millions of cells for ChIP-Seq compared with 100,000 cells for CUT&Tag-Seq). The same workflow that produces single-cell suspensions for scRNA-Seq was adapted here to produce single cells for CUT&Tag-Seq. PITX1^+^ binding was greatest in the region of transcription start sites (TSS) (Figure 3A). Additional binding sites were found in regions proximal to the TSS — 5′ untranslated regions (5′-UTRs), first introns, and first exons. In parallel, H3K4 trimethylation (H3K4me3) CUT&Tag-Seq, which marks open chromatin at the promoter region, illustrated characteristic peak binding immediately upstream of and at the TSS (Supplemental Figure 6A). The activated keratinocyte genes *Krt6a*, *Krt16*, and *Krt17* all had significant enrichment of both PITX1 and H3K4me3 at the TSS, correlating with the increased transcription of these genes (Figure 3B and Supplemental Figure 6B). *Krt6b* itself had no proximal PITX1 peaks but was mildly enriched for H3K4me3, suggesting that PITX1 may function distally. Additional genes, such as *Krt5*, *Sbsn*, *Dmkn*, *Krtdap*, *Sprr2a3*, and *Tgm3*, had specific, proximal binding of PITX1 but no concomitant change in H3K4me3 occupancy, demonstrating that PITX1 may not directly regulate the transcription of these genes. HOMER motif analysis of PITX1 peaks found the canonical TAATCC binding motif in both intergenic and promoter-proximal region peaks (Supplemental Figure 6C) (29). Furthermore, intergenic PITX1 peaks were enriched for binding to a variety of KLF isoform motifs while promoter region PITX1 peaks bound many transcription factors with analogs of the TAATCC binding motif. No PITX1 binding motifs were found in IgG samples, demonstrating the specificity of PITX1 CUT&Tag-Seq (Supporting Data Values). To determine transcriptional networks directly modified by PITX1, we employed DESeq2 to find genes differentially bound by PITX1 in PITX1^+^ versus control epidermal cells (30). Using IPA, we found that PITX1 promoted the expression of genes that activate various injury-related and cellular signaling pathways (Figure 3C). Importantly, both wound healing signaling and keratinization pathways were enriched canonical pathway ontologies, and most of the activated diseases and functions ontologies were related to cellular movement. Performing the same analysis with genes that were enriched with H3K4me3 peaks after PITX1 expression, most ontologies in both categories were related to immune cell signaling or migration. The influx of immune cells into PITX1^+^ skin suggests intercellular signals arising from the keratinocytes that promote immune cell homing. Both *Tnf* and *Csf2* genes, potent immunostimulatory cytokines, had H3K4me3 enrichment in PITX1^+^ skin (Supplemental Figure 6B). The majority of PITX1 peaks overlapped with the active enhancer histone markers acetylated H3K27 (42.3%), the active promoter marker H3K4me3 (9.0%), or heterochromatin (H3K27me3; 4.6%), suggesting PITX1 is specifically binding genomic regions actively being transcribed or regulating genes that influence the noted ontologies (Supplemental Figure 6D). These data suggest PITX1 profoundly alters keratinocyte biology but may also have paracrine effects on tissue homeostasis.

### Fibroblast subtypes are altered by PITX1 expression.

Six distinct subtypes of fibroblasts were identified from our data set, including 2 populations of dermal (Dermal Fibroblast 1 & 2), 2 populations of stromal/mesenchymal (Stromal Fibroblast 1 & 2), and the fibroblast-like Dermal Papilla and Dermal Sheath cells (Figure 4A). The 2 dermal populations expressed *Col1a1* and *Lum* and were distinguished by an increased expression of inflammatory and dermal papilla/sheath markers within Dermal Fibroblast 2 (*Spon2*, *Cxcl1*, *Tshz3*) (Supplemental Figure 7A). Stromal Fibroblast 1 expressed inflammatory genes (*Cxcl1*, *Cxcl2*, *Plac8*) while Stromal Fibroblast 2 expressed markers of hair follicle–associated and deeper dermal/hypodermal tissue (*Col6a5*). Dermal Papilla (*Bcl2*, *Dkk2*) and Dermal Sheath (*Mylk*, *Tshz3*, *Slit2*) markers were consistent with previous studies on fibroblast heterogeneity with scRNA-Seq (31). Comparatively, buccal mucosa had more Dermal Fibroblast 2 and fewer Stromal Fibroblast 1 & 2 populations than skin (Figure 4A). PITX1-dependent reorganization of the fibroblast led to a decrease in the small population of Stromal Fibroblast 2 cells and an expansion of the Dermal Papilla and Dermal Sheath cells.

### PITX1^+^ skin has a unique balance of immune cells compared with control skin and buccal mucosa.

The buccal mucosa had significantly fewer immune cells compared with control skin while PITX1^+^ skin had a nonsignificant increase (Figure 1C and Figure 4B). The identified subtypes corresponded with lymphoid (T cell, Proliferating T cell, and NK cell) and myeloid (Macrophage 1–3, Dendritic 1 & 2, Langerhans, Monocyte, and Neutrophil 1 & 2) immune populations (Figure 4B and Supplemental Figure 7B). Compared with control skin, the buccal mucosa had proportionally more Macrophage 2 & 3, Neutrophil 1 & 2, and Proliferating T cells and fewer Macrophage 1 cells. The macrophage subtypes shared common myeloid lineage markers *H2-Eb1* and *Cd74* (Supplemental Figure 7B). Macrophage 1 expressed high numbers of *Ccl7*, correlating with previously identified macrophage populations that are immunoregulatory and pro-wound resolution (32, 33). Macrophage 2 was enriched for *Spp1*, a marker of another antiinflammatory macrophage subpopulation (34). Finally, Macrophage 3 cells clustered closely with neutrophils and were enriched with pro-inflammatory markers *Cxcl2*, *S100a8*, and *Cstb*. Both neutrophil populations shared high expression of characteristic markers *Slpi*, *G0s2*, and *S100a8* while the immature neutrophil markers *Ifitm6* and *Retnlg* in Neutrophil 1 distinguished it from Neutrophil 2 (35, 36). PITX1^+^ skin had increased proportions of Macrophage 2 & 3, Dendritic 2, and Neutrophil 1 & 2 populations and decreased proportions of NK cell, Macrophage 1, and Langerhans cells compared with control skin (Figure 4B). Both dendritic subpopulations shared myeloid markers *H2-Eb1* and *Cd74*; Dendritic 2 was distinguished from Dendritic 1 with expression of inflammatory markers *S100a8* and *Cstb*. The remaining immune subpopulations were defined by markers observed in other scRNA-Seq studies: T cell (*Icos*, *Camk4*), Proliferating T cell (*Hist1h1b*, *Top2a*), NK cell (*Trdc*, *Xcl1*), Langerhans (*Cd207*, *Mfge8*), and Monocyte (*Plac8*, *Fn1*) (36–38).

### Other cell type proportions are largely unchanged by PITX1 expression.

Across the tissues, vascular, neural, and muscle cells comprised 5%–15% of single cells captured for sequencing and 10%–40% of cells identified via Xenium (Figure 1C and Supplemental Figure 3D). Buccal samples had salivary gland cells contributing to their total population: approximately 5% in both scRNA-Seq and Xenium data sets. The highly vascularized buccal mucosa is also significantly enriched with vascular cells compared with the skin (5). Endothelial (*Flt1*, *Cd36*, and *Pecam1*) and Lymph Vessel (*Ccl21a*, *Lyve1*, and *Mmrn1*) subpopulations of vascular cells were similar across the samples, with a minor decrease in the proportion of Lymph Vessel cells constituting the PITX1^+^ skin and buccal mucosa (Supplemental Figure 7C). Neural cells were classified as either Myelinating Schwann (*Mpz*, *Ncmap*, *Ctnna3*) or Nonmyelinating Schwann (*Csmd1*, *Kcna2*, *Scn7a*) and Melanocyte (*Mlana*, *Pmel*, *Kit*), pigment-producing, neural crest–derived cells (Supplemental Figure 7D). The proportion of Schwann cells in PITX1^+^ skin and buccal mucosa was no different from control skin, but both tissues had significantly fewer melanocytes. Human oral mucosa contains non-pigment-producing melanocytes at proportions similar to those in our findings (37). Finally, neither the proportions of Vascular Smooth Muscle (*Myh11*, *Tagln*, *Acta2*) nor Skeletal Muscle (*Mylpf*, *Tnnc2*, *Tnni2*) cells significantly changed across the samples (Supplemental Figure 7E). As observed with the keratinocyte subpopulations, the other cell type subpopulations were proportionally shifted toward an oral like state upon cutaneous expression of PITX1^+^, demonstrating a potent keratinocyte-derived paracrine effect on tissue composition and organization.

### Neutrophil influx and signaling is a feature of PITX1-expressing skin.

A significant expansion of neutrophil populations was evident upon PITX1 expression (Figure 4B). Epigenomic evidence points to increased keratinocyte-derived inflammatory factors, such as *Tnf* and *Csf2*, acting as chemoattractants for neutrophils (Supplemental Figure 6B) (38, 39). Furthermore, IPA of differentially expressed genes obtained from bulk RNA-Seq of whole mouse control and PITX1^+^ skin highlights widespread pro-myeloid/granulocyte activation and recruitment pathways (Supplemental Figure 8A). Both Xenium in situ analysis and IHC for the murine neutrophil marker Ly-6G verified the recruitment of neutrophils to PITX1^+^ skin (Figure 4C and Supplemental Figure 8B). These neutrophils tended to cluster around HF-adjacent dermal compartments, with some even invading into the HF bulbs themselves (Supplemental Figure 8B, arrow). 

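Neutrophil-like clusters were named from *Cxcr2*, *Trem1*, *Mmp9*, *Itgam*, *Chil3*, *Hdc*, *Tnip3* and *Csf3*. The 3 Control sections held 8, 1 and 0 neutrophil-like cells, the first in the male section, and 0 of 11778 cells in the last allows a share of up to 0.0255%. The sections matched to PITX1+ skin held 128 and 29 on the male slide and 167 and 70 on the female slide. Their share was 0.206% ± 0.125 (SD, n = 4) against 0.0229% ± 0.0349 (n = 3) and was higher than in every Control section in 4 of 4 (two-sided exact permutation p = 0.0571, adjusted p = 0.210 over 11 classes). Most neutrophil-like cells of the female sections matched to PITX1+ skin held no *S100a8* transcript, which leaves their name less certain.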

Xenium illustrated that PITX1^+^ skin had higher expression of pro-inflammatory genes *S100a8* and *Il1b* in and around the neutrophil-laden areas, with the neutrophils themselves significantly enriched for expression of these markers (Figure 4C and Supplemental Figure 8C). Additionally, a high number of *Ccr1* transcripts, important for neutrophil homing to skin, correlated with areas densely populated with neutrophils (40). 

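*S100a8* and *Il1b* did not enter the clustering, although both were among the leading genes of clusters named neutrophil-like. In the sections matched to PITX1+ skin, *S100a8* stood at 59693 and 85495 CPM in neutrophil-like cells of the male slide against 942 and 526 in other immune-like cells, and at 7124 and 10709.5 against 726 and 175 on the female slide. Per neutrophil-like cell there were 2.49 and 5.00 *S100a8* transcripts on the male slide. On the female slide there were 0.132 and 0.229, so most of these cells held none. For *Il1b* the values were 16093 and 32429 against 1512 and 807 on the male slide, and 20725 and 30789.8 against 2604 and 768 on the female slide. Within 50 µm of a neutrophil-like cell, other cells held 0.0886 ± 0.0428 *Il1b* transcripts per cell (SD, n = 4 sections) against 0.0214 ± 0.00976 farther away, higher in 4 of 4 sections (two-sided exact sign-flip permutation test, p = 0.125, the smallest that 4 sections allow). *S100a8* held 0.0977 ± 0.0509 against 0.0408 ± 0.0256 per cell and was higher near these cells in 2 of 4 sections (exact permutation p = 0.5). The 2 were male, with 0.145 and 0.133 against 0.0248 and 0.0213, while the female sections had 0.0758 and 0.0364 against 0.0773 and 0.0401. Over all immune-like cells, *S100a8* rose from 91.4 ± 31.8 to 1223 ± 1085 CPM and *Il1b* from 461 ± 72.1 to 1647 ± 879, each above every Control section in 4 of 4. Their log2 fold changes were 3.02 (standard error 0.66) and 1.77 (standard error 0.39), each with an adjusted p of 0.0482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both calls were lost under 10 of 18 alternatives, among them the omission of each Control section and of PITX1+ section 1, 2 or 3. Over all 18, the adjusted p from edgeR or DESeq2 ran from 3.63e-05 to 0.219 for *S100a8* and from 0.000403 to 0.222 for *Il1b*. In keratinocyte-like cells *S100a8* was 822 ± 702 against 73.6 ± 58.2 CPM (log2 fold change 4.14, standard error 0.64, adjusted p = 0.00882 from edgeR's quasi-likelihood test, 4 of 4 sections higher), and *Il1b* fell by 0.70 on the log2 scale (adjusted p = 0.345 from the same edgeR test), with a log2 fold change of 0.022 without Control section 3.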

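Cells within 50 µm of a neutrophil-like cell held 0.0909 ± 0.0383 *Ccr1* transcripts per cell (SD, n = 4 sections) against 0.0306 ± 0.0126 in cells farther away, and 4 of 4 sections showed this direction (two-sided exact sign-flip permutation test, p = 0.125). With transcripts over the nucleus alone, the mean ratio of near to far cells was 3.04. Neutrophil-like cells themselves held 0.867 and 1.28 *Ccr1* transcripts per cell in the male and 0.317 and 0.329 in the female sections. Over all immune-like cells, *Ccr1* was counted at 3039 ± 840 CPM in the sections matched to PITX1+ skin (n = 4) and 1011 ± 304 in Control skin (n = 3), a log2 fold change of 1.57 (standard error 0.32, adjusted p = 0.0438 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 4 sections above every Control section). Without the slide as a covariate the adjusted p from that edgeR test was 0.331. Over all alternatives for *Ccr1*, the adjusted p from edgeR or DESeq2 ran from 3.63e-05 to this value. Leaving out Control section 1 or 2, or PITX1+ section 1, 2 or 3, also lost the call, with 0.148, 0.219, 0.147, 0.126 and 0.0705 from edgeR's quasi-likelihood test.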

Subsetted and reclustered neutrophils from the control and PITX1^+^ skin scRNA-Seq data set retained the original annotations and produced refined markers: Neutrophil 1 (*Retnlg*, *Lcn2*, *S100a8/9*) and Neutrophil 2 (*Cstb*, *Ccl3*, *Mif*, *Atox1*) (Figure 4D and Supplemental Figure 8D). The overwhelming majority (97%) of neutrophils belonged to the Neutrophil 1 population, whose markers suggest predominantly immature or generic inflammatory neutrophils; the remaining percentage (3%) of Neutrophil 2 cells were enriched with immunoregulatory genes. Specifically, Neutrophil 2 gene markers like *Ccl3*, *Mif*, and *Atox1* have been shown to crossactivate other immune cells or are involved with neutrophil recruitment and activation in tissues (41–43). We sought to interrogate how the panoply of immunomodulatory factors expressed by neutrophils in PITX1^+^ skin influences intercellular communication networks. The R package MultiNicheNet can predict intercellular communication in scRNA-Seq of ligands in “sender” cells and receptors in “receiver” cells (44). Using MultiNicheNet, the top sender interactions predicted to originate from Neutrophil 1 cells primarily target other immune cells, fibroblasts, and keratinocytes (Figure 4E). Notably, products of the genes *S100a9*, *Il1b*, and *Tgfb1* were predicted to engage receptors transcribed from genes like *Alcam*, *Il1r1*, and *Itgb8* in dendritic cells, dermal fibroblasts, and dermal adjacent keratinocyte subpopulations. These ligand-receptor pairs have been reported to moderate inflammation within the context of cancer, inflammatory conditions, and wound healing (45–47). Overall, PITX1^+^ skin increases the quantity of actively signaling neutrophils that may be key actors in reshaping tissue morphology.

### PITX1^+^ skin is dominated by an immune cell signaling signature and acquires buccal intercellular communication networks.

The top differentially predicted ligand-receptor pairings across all cell types in the PITX1^+^ skin were signaling networks predominantly arising from immune cells and were verified by Xenium (Figure 5, A and B, and Supplemental Figure 9). Interestingly, the only predicted factor originating from keratinocytes was *Shh*, the prototypical Hedgehog (Hh) signaling pathway ligand. SHH binds the receptor PTCH1 (*Ptch1*) and, to a lesser extent, PTCH2 (*Ptch2*) to engage downstream cellular signaling. Hh signaling is critical to de novo hair follicle morphogenesis, epidermal homeostasis, and hair follicle cycling (48). Here, *Shh* is predicted to engage both keratinocyte and fibroblast *Ptch1* and *Ptch2* receptors (Figure 5A). We observed that *Shh* transcripts were largely expressed in the HF matrix while *Ptch1* and *Ptch2* are expressed in the same cells and in dermal sheath and dermal papilla cells surrounding the hair bulb (Figure 5B and Supplemental Figure 10A). 

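Cells with at least 3 *Shh* transcripts were counted as *Shh*-positive. None were found in the 3 Control sections, which held 13, 184 and 77 *Shh* transcripts, against 570 and 526 in the male and 122 and 1130 in the female sections matched to PITX1+ skin. Between 92.6% and 99.8% of these cells were keratinocyte-like. Of all *Shh* transcripts, 59.3% lay in 1 keratinocyte-like cluster led by *Shh*, *Dsg4*, *Wnt5a* and *Robo1*, and 22.0% in another with the proliferation genes *Uhrf1* and *Top2a* among its leading genes. *Ptch1* stood at 0.888 and 0.939 transcripts per *Shh*-positive cell in the male sections and 1.32 and 1.09 in the female sections, against 0.571, 0.677, 0.272 and 1.04 in the other keratinocyte-like cells. As CPM the values were 6476 and 5748 in the male and 18379 and 14026 in the female sections, against 6558, 6054, 2617 and 9956, so that the male *Shh*-positive cells were not higher in this unit. Fibroblast-like cells within 50 µm of a *Shh*-positive cell held 1.12, 1.46, 1.23 and 2.36 *Ptch1* transcripts per cell, against 0.264, 0.220, 0.0842 and 0.396 farther away. The mean difference was 1.30 ± 0.470 transcripts per cell for *Ptch1* (SD, n = 4), and it was 0.604 when cells with 1 *Shh* transcript were counted as positive. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Shh* (log2 fold change 3.88, standard error 0.67, adjusted p = 0.0102) and *Ptch1* (2.03, standard error 0.44, adjusted p = 0.0172) were higher in keratinocyte-like cells of 4 of 4 sections than in every Control section. The call of *Ptch1* was lost without Control section 1 or 2 or PITX1+ section 2 (adjusted p between 0.0616 and 0.0651 in that edgeR test). In fibroblast-like cells *Ptch1* rose by 2.15 on the log2 scale (standard error 0.46, adjusted p = 0.0131 from edgeR's quasi-likelihood test, 4 of 4 sections higher), with 0.140 in place of 0.0131 when PITX1+ section 2 was left out and 0.297 without the slide as a covariate.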

SHH/PTCH1 signaling between HF matrix and dermal papilla cells is known to influence dermal papilla maturation and maintenance of the HF cycle. *Ccl3* originating from immune cells was predicted to bind *Ccr1* and *Ccr5* in most immune cells and a subpopulation of fibroblasts (Figure 5A and Supplemental Figure 10A). The CCL3-CCR1/5 signaling axis is known to promote the recruitment of granulocytes, including neutrophils, to the skin (49). Xenium data illustrated high concentrations of these transcripts in regions of PITX1^+^ skin that are densely packed with immune cells, suggesting a self-sustaining pro-inflammatory reaction is occurring. 

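Squares of 100 µm in which at least 50% of cells were immune-like were compared with the rest of each section, a comparison added after the cells had been examined. In the 4 sections matched to PITX1+ skin these squares held 214, 89, 7252 and 7336 cells, the first pair on the male slide. *Ccr1* averaged 0.110 transcripts per cell there and 0.0315 elsewhere, higher in 4 of 4 sections (two-sided exact sign-flip permutation test, p = 0.125). The squares were picked for their immune-like cells, so a gene read mostly in such cells is higher there by construction. The male squares held 8 and 14 *Ccr1* transcripts, where the rate elsewhere gives 5.29 and 2.08. *Ccl3* stood at 0.0239 and 0.0274 transcripts per cell in the squares of the female sections, against 0.0188 and 0.0128 elsewhere, while the male squares held 1 and 0 *Ccl3* transcripts, too few to compare. Such squares of the Control sections held 11 *Ccl3* transcripts in the male section, and 10 and 0 in the female ones. The rate elsewhere gives 0.246, 4.97 and 1.05. Between sections, *Ccl3* in immune-like cells was counted at 676 ± 517 CPM (SD, n = 4) against 337 ± 72.1 in Control skin (n = 3), a log2 fold change of 0.99 (standard error 0.86, adjusted p = 0.587 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and PITX1+ section 4, with 36.6 CPM, decided it: without this section the adjusted p was 0.0397, over a range of 0.0397 to 0.979. By the means of log2 CPM after TMM scaling within each sex, *Ccl3* changed by -0.47 in male and 1.04 in female sections. The interaction that edgeR fitted was smaller, at -0.098 for male minus female (adjusted p = 0.984 in its quasi-likelihood test). That p therefore does not test the difference between the 2 means.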

Another chemoattractant and immunoactivating ligand, *Il1b*, is predicted to originate from the immune cells, mainly neutrophils, and interact with its cognate receptors *Il1r1*, *Il1r2*, and *Ilrap* in fibroblasts, vascular cells, and other immune cells (Figure 5A and Supplemental Figure 10A). 

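In the same immune-dense squares of the sections matched to PITX1+ skin, *Il1b* averaged 0.0619 transcripts per cell against 0.0245 elsewhere and was higher in 4 of 4 sections (two-sided exact sign-flip permutation test, p = 0.125). The male squares held 10 and 4 *Il1b* transcripts where the rate elsewhere gives 8.66 and 1.96, too few to tell apart. As the squares were picked for immune-like cells, a higher *Il1b* there can follow from that choice alone. In the Control sections they held 13 *Il1b* transcripts (male) and 3 and 1 (female), where the rate elsewhere gives 1.88, 2.38 and 0.688. In the sections matched to PITX1+ skin, the *Il1b* receptor gene *Il1r1* averaged 0.271 against 0.202 and was higher in 3 of 4 (exact permutation p = 0.25). *Il1rap*, which encodes the accessory chain of the receptor, averaged 0.0619 against 0.0939 and was higher in 1 of 4 (exact permutation p = 0.25). Between sections matched to PITX1+ skin and Control sections, fibroblast-like cells showed log2 fold changes of 0.13 for *Il1r1* (standard error 0.32, adjusted p = 0.860) and -0.25 for *Il1rap* (standard error 0.36, adjusted p = 0.716) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sign of *Il1rap* changed with library size in place of TMM scaling (0.14) and without Control section 2 or 3 (0.11 and 0.24), and that of *Il1r1* without Control section 2 or PITX1+ section 1 (-0.0089 and -0.010). By the means of log2 CPM after TMM scaling within each sex, *Il1r1* changed by -0.33 in male and 0.50 in female sections and *Il1rap* by -0.93 and 0.39 (adjusted p of 0.703 and 0.507 for the interaction in edgeR's quasi-likelihood test).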

Like *Ccl3*, these factors appear to be highly concentrated in the densely packed immune fibroblast niches surrounding the hair follicles of PITX1^+^ skin (Figure 5B). In addition to a pro-inflammatory role, IL-1β stimulates fibroblast proliferation, migration, and matrix remodeling functionality (50). Importantly, it does not seem to promote the conversion of fibroblasts to myofibroblasts and may actively antagonize that alteration. Thus, there is a fine balance of immunomodulatory and pro- and antifibrotic signaling networks co-occurring in the PITX1^+^ skin.

PITX1^+^ drastically reshapes the morphology and molecular networks of the skin, but what crucial signaling networks are influencing mucosal biology compared with healthy skin is not well characterized. Our buccal mucosa scRNA-Seq data suggested that the most differentially active intercellular signaling networks span all the cell types (Figure 5C). We predicted that many of these buccal predominant signaling pairs co-occur in the PITX1^+^ skin. Indeed, PITX1^+^ skin expressed a complement of desmosomal cadherins akin to buccal mucosa and had increased gene expression of signaling molecules that constitute WNT and IGF1 pathways (Figure 5D). 

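In keratinocyte-like cells, the log2 fold change from Control skin to the sections matched to PITX1+ skin was 0.80 for *Dsg1b* (standard error 0.32, adjusted p = 0.0941, 5174 ± 3179.8 CPM with n = 4 against 3207 ± 1086 with n = 3) and -0.34 for *Dsc3* (standard error 0.19, adjusted p = 0.204) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Dsg1b* rose by 1.34 on the female slide and by 0.01 on the male slide. Its adjusted p was 0.0230 with DESeq2, and with edgeR 0.0243 for transcripts of any quality and 0.0131 without Control section 3, over a range of 0.0131 to 0.379. *Dsc3* passed only with DESeq2 (-0.44, adjusted p = 0.0213, range over its alternatives 0.0213 to 0.967). Buccal mucosa was compared with Control skin over all 7 sections, of which Buccal section 3 held 3 keratinocyte-like cells, and again, chosen after this was seen, over the 6 with at least 100. *Dsc2* was higher by 6.39 on the log2 scale over all sections and by 6.60 over the 6 (adjusted p = 0.000138 over all by edgeR's quasi-likelihood test), with 12863 ± 3031 CPM in the 6, each above every Control section. *Dsg1b* was higher by 2.59 and 2.81 (adjusted p of 0.0164 and 8.31e-06 from edgeR's quasi-likelihood test) and was above every Control section in 6 of the 6. Over all 7 sections its call was lost without any 1 of the Control sections, with adjusted p of 0.0635, 0.0638 and 0.0512 from edgeR's quasi-likelihood test, and its range over the alternatives was 8.31e-06 to 0.0638. *Dsg2* and *Dsc3* changed by 0.38 and 0.33 after TMM scaling, which did not pass (adjusted p of 0.425 and 0.734 from edgeR's quasi-likelihood test), and by -0.87 and -0.69 with library size only. Each passed under 1 of 20 alternatives. Their adjusted p from edgeR or DESeq2 ran from 0.0155 to 0.800 for *Dsg2* and from 0.0379 to 0.992 for *Dsc3*. The median of all genes shifts by -1.26 between TMM scaling and library size in the buccal comparison, so the direction of a rise smaller than this depends on the scaling. The tissue and the slide cannot be told apart in it.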

Desmosomal cadherins are spatiotemporally expressed during keratinocyte differentiation and are known to modulate cellular signaling networks in a non-adhesion-dependent manner (51). Desmosomal cadherin organization throughout the IFE keratinocytes was similar among control and PITX1^+^ skin and oral mucosa (Figure 5D and Supplemental Figure 10B) (52, 53). 

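*Dsc2* was counted at 4227 ± 1412 CPM (SD, n = 4) in keratinocyte-like cells of the sections matched to PITX1+ skin and at 331 ± 75.5 CPM (n = 3) in Control skin, a log2 fold change of 3.82 (standard error 0.41, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 of 4 sections above every Control section). It rose by 3.29 on the male and by 4.06 on the female slide, and passed under every alternative run, with an adjusted p of at most 0.0165. No alternative held the makeup of the keratinocyte-like cells fixed. Basal-like and differentiated-like cells were a smaller part of them in the sections matched to PITX1+ skin, so a change in makeup stays open as a cause of this rise. *Dsg2* was counted at 3169 ± 2424 against 845 ± 115 CPM, a log2 fold change of 1.26 (standard error 0.41, adjusted p = 0.0535 from edgeR's quasi-likelihood test), and lay above every Control section in 3 of 4. Its change was 2.33 on the male slide and 0.63 on the female slide (adjusted p = 0.0935 for the difference between them in edgeR's quasi-likelihood test). *Dsg2* passed 0.05 with DESeq2 (adjusted p = 0.0122) and, in the edgeR test, with transcripts of any quality (0.0360) and without PITX1+ section 1 (0.0330), over a range of 0.0122 to 0.167.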

Notably, there was a significant increase in the expression of basal/activated keratinocyte cadherins *Dsg2* and *Dsc2* in PITX1^+^ skin. WNT signaling is another key cell signaling pathway that is important for epidermal homeostasis, maintenance, and hair follicle renewal (54). 

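Counts in keratinocyte-like cells of buccal mucosa were set against those of Control skin for *Wnt4*, *Wnt10a* and *Wnt16*. *Wnt4* was counted at 9986 ± 1599 CPM (SD, n = 6 buccal sections with at least 100 such cells) and 1836 ± 364 CPM (n = 3) in Control skin, and 6 of the 6 lay above every Control section. Its log2 fold change was 3.58 over all 7 sections and 3.79 over the 6 (adjusted p of 0.00370 and 7.93e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wnt10a* was counted at 222 ± 73.0 CPM against 242 ± 26.0, and *Wnt16* at 745 ± 564 against 957 ± 595. After TMM scaling their log2 fold changes over all 7 sections were 1.13 and 1.01 (adjusted p of 0.0193 and 0.172 from edgeR's quasi-likelihood test), and with library size only -0.13 and -0.37 (0.734 and 0.607). Over their alternatives the adjusted p ran from 0.00555 to 0.734 for *Wnt10a* and from 0.0920 to 0.607 for *Wnt16*. The call of *Wnt10a* was also lost with transcripts over the nucleus (0.192 from the edgeR test) and without Control section 1 (0.0805) or 2 (0.0662).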

While no cognate receptors for Wnts were included in the Xenium panel, buccal mucosa had much higher expression of Wnt family genes (Figure 5D). Specifically, *Wnt10a* and *Wnt16* were expressed in basal oral keratinocytes while *Wnt4* was expressed upon differentiation (Supplemental Figure 10B). 

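Buccal basal-like and differentiated-like keratinocytes were compared within each of the 6 sections that held at least 100 of both, with 464 basal-like and 699 differentiated-like cells in the smallest. *Wnt10a* stood at 892 ± 126 CPM (SD, n = 6) in basal-like and 16.9 ± 6.91 CPM in differentiated-like cells, and *Wnt16* at 2835 ± 1904 and 151 ± 141 CPM. On the scale of log2(CPM + 10), the differences were 5.09 ± 0.19 and 4.23 ± 0.48, each higher in basal-like cells in 6 of 6 sections (two-sided exact sign-flip permutation test, p = 0.0313, the smallest that 6 sections allow, 0.0382 after Benjamini-Hochberg adjustment over 11 genes). *Wnt4* stood at 14413 ± 2609 CPM in basal-like and 8838 ± 1312 CPM in differentiated-like cells, a difference of 0.70 ± 0.16, higher in basal-like cells in 6 of 6 sections (exact permutation p = 0.0313, adjusted p = 0.0382). With transcripts over the nucleus alone this difference was 0.45 (exact permutation p = 0.0625). Counted per cell, a unit added after seeing the data, *Wnt4* had the opposite direction, with 1.82 ± 0.601 transcripts in basal-like and 3.21 ± 1.19 in differentiated-like cells, lower in basal-like cells in 6 of 6 sections (exact permutation p = 0.0313). Of the cadherins, *Dsg2* and *Dsc3* were higher in basal-like cells, by 5.17 and 2.65 on that scale, and *Dsg1b* fell by 0.99, each in 6 of 6 sections with the same p. *Dsc2* differed by -0.07 (exact permutation p = 0.594) and, with transcripts over the nucleus, by -1.01 (exact permutation p = 0.0313), and per cell it held 1.53 transcripts in basal-like and 4.51 in differentiated-like cells (exact permutation p = 0.0313). *Dsg1a*, *Dsg3* and *Dsc1* were left out because they helped to define the clusters.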

PITX1^+^ keratinocytes had a moderate increase in Wnt gene expression. 

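In keratinocyte-like cells of the sections matched to PITX1+ skin, *Wnt4* was counted at 3065 ± 1076 CPM (SD, n = 4), a log2 fold change of 0.67 over Control skin (standard error 0.22, adjusted p = 0.0574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 4 sections above every Control section). It passed 0.05 with DESeq2 (0.54, adjusted p = 0.0204) and with transcripts of any quality (0.74, adjusted p = 0.0456 in the edgeR test), over a range of 0.0204 to 0.406. *Wnt10a*, at 249 ± 105 CPM, changed by -0.11 (standard error 0.27, adjusted p = 0.770 from edgeR's quasi-likelihood test), and by 0.10 without the slide as a covariate. By the means of log2 CPM after TMM scaling within each sex, it changed by 0.26 in male and -0.33 in female sections (adjusted p = 0.545 for the interaction in edgeR's quasi-likelihood test). *Wnt16*, at 264 ± 190 CPM, fell by 1.49 on the log2 scale (standard error 0.25, adjusted p = 0.0102 from edgeR's quasi-likelihood test), by 1.87 in male and 1.25 in female sections. It lay below every Control section in 2 of 4, both male. Its adjusted p was 0.214 without the slide as a covariate and 0.0501 without PITX1+ section 2, and its lowest over the alternatives was 4.03e-10, all but the last, from DESeq2, by the edgeR test.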

The hemidesmosomal β4-integrin (*Itgb4*) is expressed in both oral and cutaneous keratinocytes at the DEJ, is critical for barrier integrity, and can be engaged by IGF1 to promote anchorage-independent growth (55). 

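For each of 6 buccal sections, *Igf1* transcripts in fibroblast-like cells within 50 µm of a basal-like keratinocyte with at least 1 *Itgb4* transcript were set against those in fibroblast-like cells farther away. Near cells held 0.702 ± 0.179 transcripts per cell (SD, n = 6) and far cells 0.352 ± 0.171, higher near in 6 of 6 sections (two-sided exact sign-flip permutation test, p = 0.0313). With each section left out in turn the difference stayed between 0.308 and 0.407, where 5 sections cannot go below an exact permutation p of 0.0625. As a share of all transcripts, a unit added after the result had been seen, *Igf1* stood at 10263 ± 2107 CPM in near and 4251 ± 878 CPM in far cells. *Itgb4* itself was counted at 19966 ± 1346 CPM in basal-like and 380.2 ± 73.9 CPM in differentiated-like buccal keratinocytes. In all 7 skin sections the difference ran the other way, by between -0.0137 and -0.380 transcripts per cell.

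**Figure D1:**
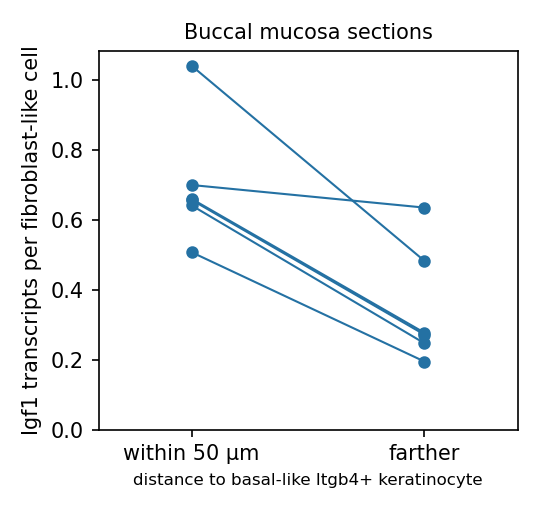
*Igf1* transcripts per fibroblast-like cell (vertical axis) in cells within 50 µm of an *Itgb4*-positive basal-like keratinocyte and in cells farther away (horizontal axis) in 6 buccal sections. Each pair of joined points is 1 section, and near cells lie above far cells in 6 of 6.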

A high concentration of fibroblast-derived *Igf1* transcripts were proximal to basal keratinocyte-derived *Itgb4* in the buccal mucosa (Figure 5, C and D, and Supplemental Figure 10D). 

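*Itgb4* was counted at 7184 ± 1562 CPM (SD, n = 3) in keratinocyte-like cells of Control skin and at 5017 ± 2225 CPM (n = 4) in those of the sections matched to PITX1+ skin. It fell by 0.70 on the log2 scale (standard error 0.17, adjusted p = 0.0249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by 0.75 in male and 0.67 in female sections, and lay below every Control section in 2 of 4. The call was lost under 9 of 18 alternatives, among them library size only (adjusted p = 0.0532 from the edgeR test), no slide covariate (0.459, the highest) and the omission of any 1 Control section or of PITX1+ section 2 or 3. No alternative held the makeup of the keratinocyte-like cells fixed. Basal-like cells were a smaller part of them in the sections matched to PITX1+ skin. In basal-like cells, *Itgb4* averaged 9093 CPM there and 10463 CPM in Control skin, a log2 change of -0.17 (exact permutation p = 0.514). In differentiated-like cells the means were 1437 and 2226 CPM, with -0.96 (exact permutation p = 0.343). A change in makeup therefore stays open as a cause of the fall. *Igf1* in fibroblast-like cells was counted at 4933 ± 1101 CPM against 4022 ± 2006 in Control skin, a log2 fold change of 0.00 after TMM scaling and the slide covariate (standard error 0.30, adjusted p = 0.996 from edgeR's quasi-likelihood test, 1 of 4 sections above every Control section). By the means of log2 CPM after TMM scaling within each sex, it changed by 0.050 in male and -0.0029 in female sections (adjusted p = 0.979 for the interaction in edgeR's quasi-likelihood test). In CPM without TMM scaling, *Igf1* stood at 6201 and 5437 against 4078 in Control skin on the male slide. On the female slide it stood at 3729 and 4365 against 6000 and 1989. With library size only it was 0.21, where the median of all genes shifts by 0.29, and without Control section 1 it was 0.38. The adjusted p from that edgeR test was at least 0.532 in every alternative. Counted per cell, *Igf1* stood at 0.339 ± 0.168 transcripts per fibroblast-like cell against 0.163 ± 0.0744 (two-sided exact permutation test, p = 0.171), while all genes together stood at 66.1 ± 24.5 against 41.3 ± 2.14 transcripts per cell.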

While both control and PITX1^+^ keratinocytes expressed *Itgb4* at the DEJ, there was a significant increase in *Igf1* transcripts in the fibroblasts of the PITX1^+^ skin. These data suggest that PITX1 is not only driving a shift in the transcriptional programming of epidermal keratinocytes toward an oral keratinocyte signature but also influencing broader tissue signaling networks and remodeling of local cell-cell interactions toward an oral like state.

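Beyond keratinocyte-like cells, 34 of 328 genes in fibroblast-like cells (22 higher, 12 lower) and 12 of 325 in immune-like cells (7 higher, 5 lower) passed an adjusted p of 0.05 between the sections matched to PITX1+ skin and Control skin, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In fibroblast-like cells the balance depended on the scaling, with 30 higher and 4 lower with library size only, and 37 higher and 35 lower with DESeq2. Without the slide as a covariate, edgeR called 0 genes in either class, with 39 and 24 at an unadjusted p under 0.05, and DESeq2, with the slide, called 72 and 45. In fibroblast-like cells the count was 6 without PITX1+ section 2 and 20 without section 3. In immune-like cells edgeR called 0 genes without Control section 1 or 2 or PITX1+ section 1 or 2 (between 41 and 49 at an unadjusted p under 0.05), 2 without PITX1+ section 3, 21 without Control section 3 and 33 without PITX1+ section 4. Over whole sections, with no cell classes, 67 of 328 genes passed (34 higher, 33 lower; with library size only, 40 and 23), and 22, 13, 19 and 35 without Control section 1, Control section 2, PITX1+ section 2 and PITX1+ section 3. Between buccal mucosa and Control skin, 187 of 318 genes passed in keratinocyte-like cells (65 higher, 122 lower), and with library size only 254 (51 higher, 203 lower). Over the buccal sections with at least 100 keratinocyte-like cells, which leaves out Buccal section 3, 223 of 320 passed (99 higher, 124 lower). From the cadherin, Wnt, *Itgb4* and *Igf1* transcripts and from ligand-receptor pairs predicted in its single-cell data, the paper proposes that PITX1 shifts epidermal keratinocytes toward an oral signature. It proposes as well that PITX1 reshapes signaling between the cells of the skin. Its earlier sections add oral gene scores over pseudotime and the binding of PITX1 by CUT&Tag, which were not examined here.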

### PITX1 promotes cutaneous wound healing.

Oral wound healing is characterized by rapid closure and superior resolution of the injury compared with skin (4, 5). Our data suggested that PITX1^+^ keratinocytes are more proliferative, are more migratory, and express an oral like transcriptional network and that resident cell populations of the skin are subsequently adapting. To test these effects on wound healing dynamics, we performed full-thickness excisional wounding with 6 mm biopsies on the dorsa of control and PITX1^+^ mice and tracked healing over 12 days (Figure 6A). PITX1^+^ mice were found to heal at a rate faster than control during the initial stages (day 2–8) of injury repair as measured by the percentage of the wound remaining open compared with day 0 (Figure 6B). This timeline corresponds with the inflammatory and proliferative phases of wound repair (1). By day 4 after wounding, both the area of granulation tissue and the distance traveled by the nearby IFE into the wound were significantly greater in the PITX1^+^ mice (Figure 6C). Control and PITX1^+^ wounds were fully closed within 2 weeks and were undergoing similar tissue remodeling 35 days after injury (Supplemental Figure 11A). We did not observe any changes in the organization or integrity of the extracellular matrix in PITX1^+^ mice, suggesting that wound healing in these mice is not accompanied by increased fibrosis.

We performed both scRNA-Seq and Xenium in situ on the control and PITX1^+^ wounds. scRNA-Seq studies of cutaneous wounds have identified a myriad of novel insights (17, 23, 31, 56). Four 3.5 mm, full-thickness wounds were inflicted on the dorsum of control and PITX1^+^ mice. On day 4 after wounding, 3 of these wounds were excised by centering 6 mm biopsies over the partially healed wounds and subsequently dissociated for scRNA-Seq. 

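The slide with wounds, taken on day 4 after wounding, held 3 sections, separated by position with cells within 200 µm joined. The paper shows these sections by condition in Figure 6F, and their outlines there identified the Control wound and 1 PITX1+ wound, while the second PITX1+ wound was named by elimination. Transcripts in cells numbered 1622746 in the Control wound, and 3336168 and 5430303 in the PITX1+ wounds. The median per cell was 11 in the Control wound, and 31 and 42 in the PITX1+ wounds. With 1 Control section there is no replicate and no test between the conditions. Intervals given for the wounds are 95% exact intervals (Clopper-Pearson for shares, Poisson for counts) that cover counting error only, not the spread between mice.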

The remaining wound was dissected from the dorsal skin, bifurcated at the wound midline, and fixed and embedded for Xenium analysis (Figure 6D). Following data processing and quality control, a total of 64,153 cells (24,180 control wound cells and 39,973 PITX1^+^ wound cells) from control (*n* = 6) and PITX1^+^ (*n* = 7) wounds were annotated (Figure 6E and Supplemental Figure 11, B–E). The proportions of cells captured from control and PITX1^+^ wounds were relatively equal: keratinocytes (33.8%/32.3%; control/PITX1^+^), immune cells (56.5%/59.2%), fibroblasts (5.4%/6.3%), vascular cells (2.2%/1.4%), melanocytes (0.4%/0.4%), and skeletal muscle cells (1.7%/0.4%). Only vascular and skeletal muscle cells had significant, but minor, decreases upon PITX1^+^ induction (Figure 6E). Xenium analysis of the FFPE wounds captured similar proportions of cell populations (Figure 6F and Supplemental Figure 12). The eschar contained mostly dead or dying cells and was excluded from Xenium analysis. 

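The eschar was outlined by hand on the map of cell positions and left out unless stated. It held 9584 cells with at least 3 different genes in the Control wound, and 8764 and 10595 in the PITX1+ wounds.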

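Outside the eschar, 14771 cells in the Control wound and 102502 in the PITX1+ wounds held at least 3 different genes. The paper's reported totals are 13777 and 96382. Shares were taken over the 14147 and 96035 of these with at least 10 transcripts, and 3.82% and 3.68% of them were unnamed. Keratinocyte-like and sebaceous-like cells made up 35.4% [34.6, 36.2] of the Control wound and 24.5% [24.3, 24.8] of the PITX1+ wounds pooled, 33.3% in the first and 19.6% in the second. Immune-like cells made up 28.8% [28.1, 29.6] and 40.9% [40.6, 41.3], the latter 34.6% and 44.5% in the single wounds. For fibroblast-like cells the shares were 22.3% [21.6, 23.0] and 24.3% [24.0, 24.6], with 20.6% and 26.4% in the single PITX1+ wounds. Vascular-like cells made up 4.50% [4.17, 4.86] and 3.64% [3.52, 3.76], neural-like cells 0.573% [0.455, 0.711] and 0.513% [0.469, 0.561], and mesenchymal-like cells 4.58% [4.24, 4.94] and 2.33% [2.23, 2.42].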

A total of 110,159 wound and wound-adjacent cells (13,777 control and 96,382 PITX1^+^ cells) were analyzed by Xenium, and, like the healthy tissues, had proportional differences in the cellular composition when compared with its corresponding scRNA-Seq data set: keratinocytes (37.8%/26.2% control/PITX1^+^), immune cells (29.5%/44.4%), fibroblasts (12.2%/20.1%), vascular cells (5.3%/4.3%), neural cells (1.3%/1/.1%), and mesenchymal cells (7.0%/3.9%; majority were skeletal muscle) (Supplemental Figure 12, B–C). There were no differences in the proportions of the cell types between control and PITX1^+^ wounds in the Xenium data. 

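The differences between the Control wound and the PITX1+ wounds in keratinocyte-like, immune-like, vascular-like and mesenchymal-like cells were larger than counting error, as were those between the single PITX1+ wounds in keratinocyte-like and immune-like cells. The share of fibroblast-like cells in the Control wound lay between those of the PITX1+ wounds. Neutrophil-like cells made up 2.95% [2.68, 3.25] of the Control wound and 13.4% [13.2, 13.6] of the PITX1+ wounds.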

Though significance could not be assessed because of the low number of samples, there was increased cellular density in the PITX1^+^ wound skin (Supplemental Figure 12D).

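Cells with at least 10 transcripts numbered 4369.7 per mm² in the Control wound, and 6321 and 9122 per mm² in the PITX1+ wounds, the eschar left out.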

### PITX1^+^ wounds have a preactivated epithelium and increased neutrophil recruitment.

The keratinocytes that comprise the wound-adjacent and proximal epithelium largely recapitulate the scRNA-Seq subtypes observed in healthy tissue (Figure 7A). A smaller proportion of HF keratinocytes, compared with the healthy skin scRNA-Seq data set, was observed in both conditions (51.2% control wound, 60.7% PITX1^+^ wound versus 72%/75% in healthy tissue) (Supplemental Figure 4C). Many of the same markers defining the wound keratinocyte subtypes were shared with the healthy skin subtypes (Supplemental Figure 4B and Supplemental Figure 13A). There were proportionally fewer IFE Suprabasal (*Krt10*, *Serpinb3b*), Upper HF Suprabasal (*Cst6*, *Defb6*), and HF Stem Cell 2 (*Cd34*, *Tgm5*) cells and more Lower HF 1 & 2 (*Sox5*, *Ptch1*; *Lef*, *Pik3r3*, respectively) PITX1^+^ keratinocytes (Figure 7A). Wound-Migratory and Wound-Only keratinocytes were unique subtypes to the wound scRNA-Seq data set. Wound-Migratory keratinocytes (*Igfbp3*, *Itga2*) are those that are at the leading edge of the migrating epithelial tongue and consist of a population of highly mobile, partially dedifferentiated, and semiproliferative cells (57). Wound-Only keratinocytes (*Stfa1*, *Sprr2a3*) are the keratinocytes distal to the leading edge and have been shown to proliferate and differentiate as healing progresses (58). While both control and PITX1^+^ wounds had proportionally equivalent numbers of Wound-Migratory cells, PITX1^+^ had significantly fewer Wound-Only keratinocytes (Figure 7A). 

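*Krt6a* and *Krt16* were counted in keratinocyte-like cells of the wounds, outside the eschar. At least 1 transcript of either gene was found in 77.0% [76.2, 77.7] and 79.6% [78.9, 80.4] of these cells in the PITX1+ wounds and in 56.0% [54.6, 57.4] in the Control wound. Thinned to 20 transcripts per cell, which left out 215, 310 and 136 shallower cells, the shares were 47.4%, 51.3% and 33.2%. Fibroblast-like cells, which served as the measure of background, held either gene in 5.58%, 4.77% and 5.11% of cells, or 1.70%, 1.47% and 1.53% after thinning, at median depths of 75, 71 and 81 transcripts per cell against 112, 108 and 101 in keratinocyte-like cells. As levels, *Krt6a* stood at 22770.3 [22531, 23012] and 26345 [26101, 26591] CPM in the PITX1+ wounds and 19464 [19137, 19795] CPM in the Control wound. *Krt16* stood at 29004 [28734, 29276], 28567 [28312, 28823] and 28411 [28015, 28810.3] CPM, which do not separate the conditions beyond counting error in both wounds.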

Xenium analysis of the wounds revealed that virtually all the keratinocytes of the PITX1^+^ IFE and hair follicles are activated (high expression of *Krt6a* and *Krt16*) (Figure 7B). The Xenium keratinocyte clusters Activated HF, Activated Suprabasal 1, and Activated Suprabasal 2 expressed genes involved in wound-responsive keratinocyte activation, such as keratins (*Krt6a/b*, *Krt16*), inflammation-related (*S100a8*, *Il1b*, *Il1rn*, *Slpi*), and basal/oral like keratinocyte markers (*Dsc2*, *Aldh1a3*, *Krt4*, *Tgm3*) (Supplemental Figure 13D) (26). 

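Cells of the wound clusters were not compared by name. In keratinocyte-like cells of unwounded skin, the same genes were compared between the sections matched to PITX1+ skin (n = 4) and Control skin (n = 3). *Slpi* rose from 148 ± 68.2 to 7273 ± 3672 CPM (SD), a log2 fold change of 5.95 (standard error 0.55, adjusted p = 0.00179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Aldh1a3* from 364 ± 208 to 1619 ± 577 CPM (2.30, adjusted p = 0.0153), *Krt4* from 61.5 ± 16.2 to 544 ± 348 CPM (3.27, adjusted p = 0.0172) and *Tgm3* from 462 ± 158.7 to 2877 ± 1675 CPM (2.78, adjusted p = 0.0102). Each lay above every Control section in 4 of 4 and rose in both sexes. The makeup of the keratinocyte-like cells, which differed between the conditions, was not held fixed for these genes. The calls of *Aldh1a3* and *Krt4* were lost with transcripts over the nucleus alone (adjusted p of 0.0971 and 0.0890 in that edgeR test, the highest over their alternatives) and without Control section 2 (0.0597 for both), and that of *Krt4* also without Control section 1 (0.0657). *Il1rn* rose by 1.16 on the log2 scale, from 1449.6 to 3319 CPM, above every Control section in 4 of 4, with an adjusted p of 0.0670 from edgeR's quasi-likelihood test. It passed with DESeq2 (0.0145), with transcripts of any quality (0.0424) and without PITX1+ section 4 (0.0316), over a range of 0.0145 to 0.211.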

Healthy oral keratinocytes constitutively expressed some of these markers, including *Krt6a* and *Krt16*, in the buccal mucosa, supporting prior observations of them existing in a primed and activated state compared with epidermal keratinocytes (Figure 7B) (4). Indeed, the Xenium Activated Suprabasal 1 & 2 clusters were present in the expected niche of scRNA-Seq Wound-Only cells — the distal portion of the wound tongue. 

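In keratinocyte-like cells of the 6 buccal sections with at least 100 of them, *Krt6a* was counted at 16539 ± 5635 CPM (SD, n = 6) and *Krt16* at 6802 ± 3276 CPM, and 66.0% to 84.9% of cells held either gene (23.1% to 46.4% when thinned to 20 transcripts). In Control skin the share was 41.6% in the male section and 7.25% and 7.17% in the female sections (29.3%, 3.25% and 3.47% when thinned). *Krt16* was higher than in Control skin by 5.35 on the log2 scale over all 7 sections and by 5.56 over the 6, each of the 6 above every Control section (adjusted p of 0.000146 and 1.09e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Krt6a* was higher by 2.18 and 2.36, in 3 of the 6 above every Control section (adjusted p of 0.111 and 0.0464 from edgeR's quasi-likelihood test). The male Control section decided this value: without it the change was 5.32 and the adjusted p 0.00503, the lowest over its alternatives, which reached 0.318. *Krt6a* was also higher in basal-like than in differentiated-like buccal cells, by 0.79 ± 0.62 on the scale of log2(CPM + 10), whereas *Krt16* fell by 1.79, each in 6 of 6 sections (two-sided exact sign-flip permutation p = 0.0313, adjusted p = 0.0382). Counted per cell, a unit added after seeing the data, *Krt6a* held 2.91 transcripts in basal-like and 5.05 in differentiated-like cells and was higher in basal-like cells in 1 of 6 sections (exact permutation p = 0.0625). *Slpi*, *Krt4* and *Tgm3* were higher in buccal mucosa than in Control skin by 9.52, 11.72 and 7.95 on the log2 scale (adjusted p of 9.89e-05, 6.73e-05 and 0.000300 from edgeR's quasi-likelihood test), whereas *Aldh1a3* was lower, by -1.32 (adjusted p = 0.0526, range over its alternatives 0.000283 to 0.238).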

No Activated HF and significantly fewer Activated Suprabasal 1 and 2 cells were found in control epidermis distant from the wound edge, its unwounded IFE being constituted by populations of healthy Basal (*Col17a1*, *Hist1h1b*) and Suprabasal (*Krt77*, *Egfr*) keratinocytes. Together, PITX1^+^ keratinocytes exist in an activated state (Krt6a^+^, Krt16^+^, Aldh1a3^+^, S100a8^+^) in the healthy epidermis, priming them for a rapid response to tissue injury through increased proliferation and migration.

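In unwounded skin, *Krt16* rose in keratinocyte-like cells from 348 ± 47.2 CPM (SD, n = 3) in Control skin to 8760.1 ± 4309 CPM (n = 4) in the sections matched to PITX1+ skin, a log2 fold change of 4.72 (standard error 0.61, adjusted p = 0.00410 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above every Control section in 4 of 4, male and female. Its level within a single kind of keratinocyte-like cell was not compared between these conditions. *Krt6a* was counted at 13306 ± 3665 against 6482 ± 9485 CPM, a log2 fold change of 1.86 (standard error 1.05, adjusted p = 0.195 from edgeR's quasi-likelihood test, 1 of 4 sections above every Control section). The Control mean rests on the male section at 17434 CPM, the female ones standing at 928 and 1084. *Krt6a* rose by 3.85 on the log2 scale on the female slide and fell by 0.63 on the male slide, and this difference between the slides passed its own test (adjusted p = 0.00953 for the interaction in edgeR's quasi-likelihood test). Without the male Control section the change was 3.86 (adjusted p = 0.00253), and with DESeq2 1.77 (adjusted p = 0.0471), over a range of 0.00253 to 0.615, all others by the edgeR test. The share of keratinocyte-like cells with either gene was 61.1% and 59.2% in the male and 44.8% and 38.4% in the female sections matched to PITX1+ skin (32.9%, 24.4%, 20.3% and 19.7% when thinned to 20 transcripts). From the wound clusters, the buccal keratins and these transcripts in healthy skin, the paper concludes that PITX1+ keratinocytes are primed for a rapid response to injury.

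**Figure D2:**
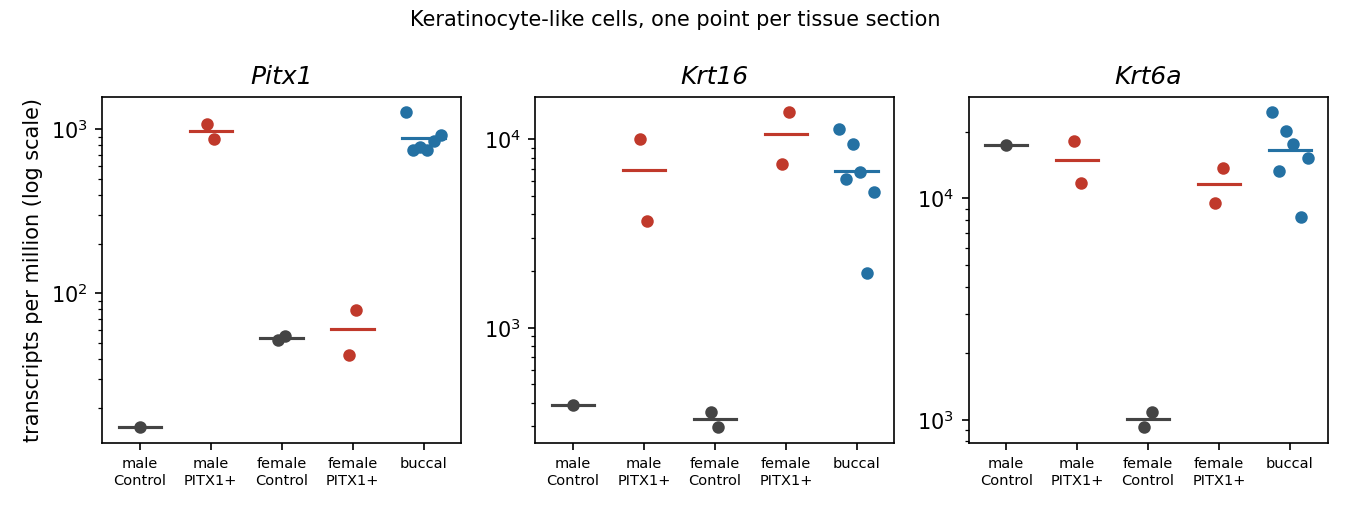
CPM (log axis) of *Pitx1*, *Krt16* and *Krt6a* in keratinocyte-like cells of each unwounded section, by group. Each point is 1 section and each horizontal line a group mean, with Buccal section 3 (3 such cells) left out. *Pitx1* is raised in the male sections matched to PITX1+ skin (869.8 and 1073) but not in the female ones (41.9 and 78.8), *Krt16* in both, and *Krt6a* in the female ones, the male Control section standing at 17434.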

Immune cell subtypes were significantly changed with PITX1 expression in the wounds. T cell (*Icos*, *St6galnca3*), NK cell (*Trdc*, *Xcl1*), Macrophage 1 (*Ccl8*, *Cbr2*), and Dendritic 1–3 (*H2*-*Ab1*, *Tmem176b*; *Cacnb3*, *Ccl22*; *Cxcl10*, *Ifit1*, respectively) proportionally decreased while Neutrophil 1 & 2 (*Retnlg*, *G0s2*; *S100a8*, *Ccl4*, respectively) increased (Figure 7C and Supplemental Figure 13B). Ly-6G IHC verified the increase in neutrophils recruited to the PITX1^+^ wound region (Supplemental Figure 13C). Most neutrophils belonged to the Neutrophil 1 subtype versus Neutrophil 2 (93.5% and 96.3% in control and PITX1^+^, respectively), and Neutrophil 2 was only distinguished from Neutrophil 1 by its high expression of the chemokine *Ccl4* (Supplemental Figure 13B). Xenium showed that these wound-responding neutrophils release increased amounts of *Il1b* and *S100a8* into the wound bed of PITX1^+^ mice (Figure 7D). 

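Outside the eschar, *Il1b* was counted at 1068 transcripts per mm² [1034, 1104] in the Control wound, and at 2850.3 [2806, 2895] and 8436 [8368, 8506] in the PITX1+ wounds. *S100a8* was counted at 2684 [2629.5, 2739.5] per mm² in the Control wound, and at 5734 [5671, 5796] and 13535 [13448, 13623] in the PITX1+ wounds. Of the cells there, 8.49% and 16.2% were neutrophil-like in the single PITX1+ wounds. Within neutrophil-like cells, *Il1b* stood at 62336 CPM [59056, 65750.4] in the Control wound and at 37225 [36268, 38201] and 46707 [46153, 47267] in the PITX1+ wounds, and *S100a8* at 50155 [47217, 53227] against 78551 [77158, 79963] and 56748 [56137, 57364]. These cells held 38.2% of all *Il1b* transcripts in the Control wound and 36.0% and 47.8% in the PITX1+ wounds, and 11.9% of all *S100a8* transcripts in the Control wound and 37.6% and 36.0% in the PITX1+ wounds.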

Importantly, *Il1b* and *S100a8* were detected in both the wound-adjacent skin as well as the nearby eschar. Indeed, MultiNicheNet predicted increased intercellular communication originating from these 2 scRNA-Seq neutrophil populations in the PITX1^+^ wounds (Supplemental Figure 13E). They were predicted to engage fibroblast, immune, vascular, and keratinocyte populations via inflammatory molecules, such as *Tnf*, *Spp1*, and *Mmp9*, all key factors influencing cellular response to wounding (34, 38, 59). 

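Inside the hand-drawn eschar, 7932 *Il1b* and 5239 *S100a8* transcripts per mm² were counted in the Control wound, 7337 and 8091 in the first PITX1+ wound, and 11209 and 10142 in the second. Neutrophil-like cells made up 60.6% of eschar cells in the Control wound, and 57.8% and 50.0% in the PITX1+ wounds.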

Ectopic PITX1 expression in epidermal keratinocytes partially reprogrammed them to an oral like state, simultaneously activating the keratinocytes and promoting downstream modulation of the cellular milieu of the skin. Ultimately, these induce drastic morphologic alterations in the skin and promote wound healing via increased reepithelialization and pro-resolution immunoregulatory interactions.

## Discussion

This study demonstrates that PITX1 is a powerful driver of an oral keratinocyte transcriptional program that has pleiotropic effects on keratinocyte lineage and interactions with other tissue-resident cells and on overall tissue morphology. We show that ectopic expression of PITX1 drives alopecia in the murine skin by irreversibly halting the hair cycle and promoting the terminal differentiation of keratinocyte subpopulations that drive hair follicle renewal. PITX1^+^ and oral keratinocytes are more proliferative and migratory than control keratinocytes. We and others have shown that oral keratinocytes (murine or human) proliferate and migrate faster than cutaneous keratinocytes, possibly contributing to their enhanced ability to reepithelialize wounds (3, 4). Furthermore, knockdown of PITX1 in oral keratinocytes impairs their migration through negative transcriptomic regulation of migration-associated genes while transduction of PITX1 into epidermal keratinocytes conversely confers pro-migratory potential to the cells. Both the skin and oral mucosa undergo similar processes of terminal differentiation, but buccal keratinocytes do not keratinize like the skin and exist in an environment kept constantly moist and unexposed to UV damage (60).

Newer single-cell and spatial transcriptomic techniques are revolutionizing our understanding of the precise molecular interactions that support tissue development. Here, we leverage these techniques to disentangle the effects of PITX1 expression in the skin and how that compares with buccal mucosa. Both techniques allow identification of the tissue-constituent cell types based on transcriptome gene markers and have allowed us to demonstrate that epidermal keratinocytes expressing PITX1 acquire an oral like state. PITX^+^ epidermal keratinocytes express oral genes during differentiation and acquire global transcriptomic features of oral keratinocyte subpopulations. This has the morphologic consequence of inducing epidermal hyperplasia and hair follicle abnormalities. In effect, the transcriptomic conversion disrupts the hair follicle cycle program, leading to alopecia through a combination of proliferation of the paused anagen keratinocytes, terminal differentiation in the hair shafts, and breakdown of the immunologic privilege of the hair follicle, leading to loss of the hair follicle stem cells (HFSCs). Perturbation of hair follicle niche viability is a feature of mammalian aging, leading to HFSC quiescence and hair loss (61).

A lineage-defining role of PITX1 has recently been shown in corneal epithelium as well. A RORA/PITX1 signaling axis underpins the specific differentiation of limbal stem/progenitor cells to corneal epithelium cells and suggests a role for RA signaling relating to PITX1 (13). We identified the retinaldehyde dehydrogenase isoform *ALDH3A1* as an oral signature gene (4). The mouse skin-specific isoform and epidermal stem cell marker, *Aldh1a3*, was upregulated upon PITX1 expression and was also a marker of activated hair follicles in wounded skin (62). Both *ALDH3A1* and *Aldh1a3* facilitate the critical step of converting retinal to bioactive RA within cells (63). RA biosynthesis and signaling are critical for the process of wound-induced hair neogenesis, a unique feature of large (>1 cm) murine wounds to consistently regenerate hair follicles in the center of the wounds (64, 65). All-trans RA (atRA) is a key mediator of HFSC lineage plasticity (66). Importantly, temporal control of exogenous atRA within the hair follicle niche is required for HFSCs to participate in wound healing. Withdrawal of either atRA or its precursor, vitamin A, potentiates HFSC migration to the wound bed but prevents HF neogenesis in the healed skin. PITX1^+^ skin and oral mucosa both prominently expressed the intracellular RA nuclear shuttle *Crabp2* during keratinocyte differentiation, suggesting an increased flux of atRA or other RA isomers in these tissues. The link between PITX1 and RA signaling is unclear, and how RA-related signaling may distinguish oral and cutaneous keratinocyte stem cell dynamics requires further study. The sebaceous glands of the mice are hypermorphic and, curiously, do not seem to have increased proliferation. Sebaceous glands have *Krt5* expression in a pool of self-contained sebocyte stem cells that participate in wound reepithelialization (67). What contextual signaling occurs in the sebaceous and in the presence of PITX1 that does not lead them to proliferate or terminally differentiate is unknown.

CUT&Tag-Seq efficiently defines genomic occupancy of histones and transcription factors in far fewer cells and in more hospitable conditions than ChIP-Seq (28). CUT&Tag-Seq for PITX1 allowed us to reliably discern binding adjacent to genes that had increased expression following expression of PITX1 in the skin. PITX1 expression did not influence the expression of the other oral signature genes (*Pitx2*, *Sox2*, *Pax9*) or *Trp63*, a key regulator of epidermal development and differentiation (68). Activated keratinocytes are defined, in part, by expression of keratins, such as *Krt6a/b*, *Krt16*, and *Krt17*, and are the wound-responding keratinocytes that quickly migrate into the site of injury, proliferate, and differentiate into the epithelial barrier. Though activated keratinocytes play a key role in responding to injury, chronically activated keratinocytes may contribute to nonhealing wounds in patients with diabetes (69, 70). Oral keratinocytes are not activated per se but are primed for a wound response by tighter regulation of inflammatory and other damage-associated genes (4). Our epigenomic data suggest PITX1 is a key player in maintaining a balance between activation and priming within keratinocytes. This activation ultimately leads to a PITX1-dependent potentiation of keratinocyte migration and proliferation in vitro and in vivo (Supplemental Figure 1, C and D). Furthermore, PITX1 has been shown to be overexpressed in cutaneous SCC and regulate the function of tumor-propagating cells (12). We did not observe spontaneous tumorigenesis in either healthy or wounded PITX1^+^ skin in the limited time scale we conducted these studies, suggesting that PITX1 expression alone or in combination with wounding is not sufficient for immediate tumor initiation. While PITX1 itself binds classically activated keratinocyte marker genes and promotes global activation of pathways related to wound healing and epithelialization, indirect transcriptomic alterations, evidenced by the set of genes with increased H3K4me3 occupancy at their promoters, also suggests that the keratinocytes express products that promote inflammation. Increased H3K4me3 occupancy at pro-inflammatory genes such as *Tnf* and *Csf2* and increased expression of inflammation genes such as *S100a8* suggests PITX1^+^ primes the skin for an inflammatory response.

While PITX1^+^ skin had a statistically nonsignificant increased proportion of immune cells compared with the control skin, the distribution of immune cell subtypes, particularly neutrophils, was apparent. Prior scRNA-Seq studies have established that the census of immune cells drastically varies in different oral and cutaneous sites (37, 56, 71). Notably, neither healthy buccal mucosa nor skin has significant populations of tissue-resident neutrophils. Neutrophils are recruited to the skin following injury to deposit proinflammatory, antimicrobial, and tissue-remolding granules. The influx of neutrophils into PITX1^+^ skin creates a pro-inflammatory environment in the tissue, evidenced by the increased number of *S100a8* and *Il1b* transcripts. These neutrophils may home to the skin through the CCL3-CCR1/5 signaling axis, though future work will be necessary to elucidate the precise mechanism (49). Additionally, these neutrophils are predicted by MultiNicheNet to engage a variety of neighboring cells across cell types. Indeed, the highest source of predicted cell-cell interactions in the PITX1^+^ skin compared with control skin are from immune cells, with a bulk of that signaling emanating from neutrophils themselves. Identification of reliable transcriptomic markers to discern neutrophil heterogeneity is still forthcoming and will help distinguish if these neutrophils are pro- or antiinflammatory (72).

PITX1 promoted wound healing in the skin by increasing cellular migration of keratinocytes and stimulating granulation tissue formation. The combination of scRNA-Seq and Xenium data sets allows more finite analysis of the wound-healing process. PITX1 expression induced keratinocyte activation in both healthy and wound-adjacent epidermis (evidenced by *Krt6a*, *Krt16*, *S100a8*, *Dsc2*, and *Aldh1a3* expression). Keratinocyte activation is classically defined by expression of markers such as *Krt6a* and *Krt16* and delineates a pro-migratory and pro-proliferative phenotype that is ordinarily initiated during the wound healing process or disease (26). Importantly, spatiotemporal regulation typically limits keratinocyte activation to only the cells migrating into or immediately adjacent to the wound bed. Given the observed nearly constant activation of PITX1^+^ keratinocytes, they are primed to rapidly respond to tissue injury by migrating and proliferating into the wound bed. Like healthy tissue, PITX1^+^ wounds are characterized by a significant influx of neutrophils to the wound site. They are required for successive healing as abrogated recruitment of neutrophils to wounds is a feature of chronic, nonhealing diabetic foot ulcers (DFUs) (73). Wound-responsive neutrophils have also been shown to release condensed chromatin decorated with antimicrobial proteins (neutrophil extracellular traps, or NETs) during NETosis (74). NETs impair healing in the skin and are extensively found in DFUs and other chronic wounds (75). NETosis occurrence is low in both healthy wounds and DFUs that eventually heal by the recruitment and activation of FOXM1^+^ neutrophils while nonhealing DFUs have low expression of *FOXM1*. We did not determine if persistent recruitment of neutrophils to PITX1^+^ skin stimulates damaging NETosis to occur.

Together, our study provides evidence that ectopic PITX1 is a driver of oral keratinocyte identity and tissue dynamics that enhances wound healing in the skin. Clinical efforts to improve cutaneous wound healing have largely revolved around improving existing bandaging or skin-grafting technologies, but development of targeted therapeutics that potentiate the natural healing process has been stagnant (76). This work illustrates that modulating the tissue identity of the epithelium is sufficient to drive tissue-wide reorganization to promote healing. The resources produced by this study, including the scRNA-Seq data, Xenium in situ data, and CUT&Tag-Seq data sets, will be helpful for future studies and serve as a model of how these newer technologies and comparative studies may be combined to glean deeper insights into biological processes. Importantly, capturing tissue-wide transcriptomic dynamics will be vital to acquiring a thorough understanding of processes, such as wound healing, and potentially allow for the development of more efficacious therapeutic modalities for both acute and chronic, nonhealing wounds.

## Methods

### Sex as a biological variable.

Our study involved the use of both male and female mice and found equivalent results between both sexes.

### Statistics.

Explanation of statistics can be found in Supplemental Methods.

### Study approval.

The NIH Institutional Animal Care and Use Committee has approved the mouse studies conducted for this work under protocol number A022-01-01.

### Data availability.

All data used for the generation of graphs and figures are available in the Supporting Data Values. Datasets for scRNA-Seq, RNA-Seq, Xenium in situ, and CUT&Tag-Seq have been deposited in NCBI GEO database, accession GSE280088. R code that was used to process, analyze, and present scRNA-Seq and Xenium data was deposited to GitHub repository overmillera/pitx1-2024-jci-insight (https://github.com/overmillera/pitx1-2024-jci-insight; commit ID ab0222476d335ddc7099c1e7f964521e8b94ed46).

## Author contributions

Conceptualization was performed by AMO, AU, and MIM. Experimental methodologies were conceived by AMO, AU, and MIM. Experiments were performed by AMO, AU, EDH, CGO, KH, and FN. Mouse studies were conducted by AMO, AU, EDH, and KH. Genomic data collection and processing were performed by AMO, AU, EDH, FN, SD, SRB, and KJ. Analysis of experimental data was performed by AMO, AU, EDH, SN, SRB, KJ, and MIM. Writing of the manuscript draft and figure organization were performed by AMO and MIM. Review and editing of the manuscript were performed by AMO, SN, CGO, KH, SD, SRB, KJ, and MIM. Resources were contributed by YWC and SD. Supervision and funding were contributed by MIM. All authors read and approved the manuscript prior to submission.

## Supplementary Material

Supplemental data

Supplemental table 1

Supporting data values

## Figures and Tables

**Figure 1:**
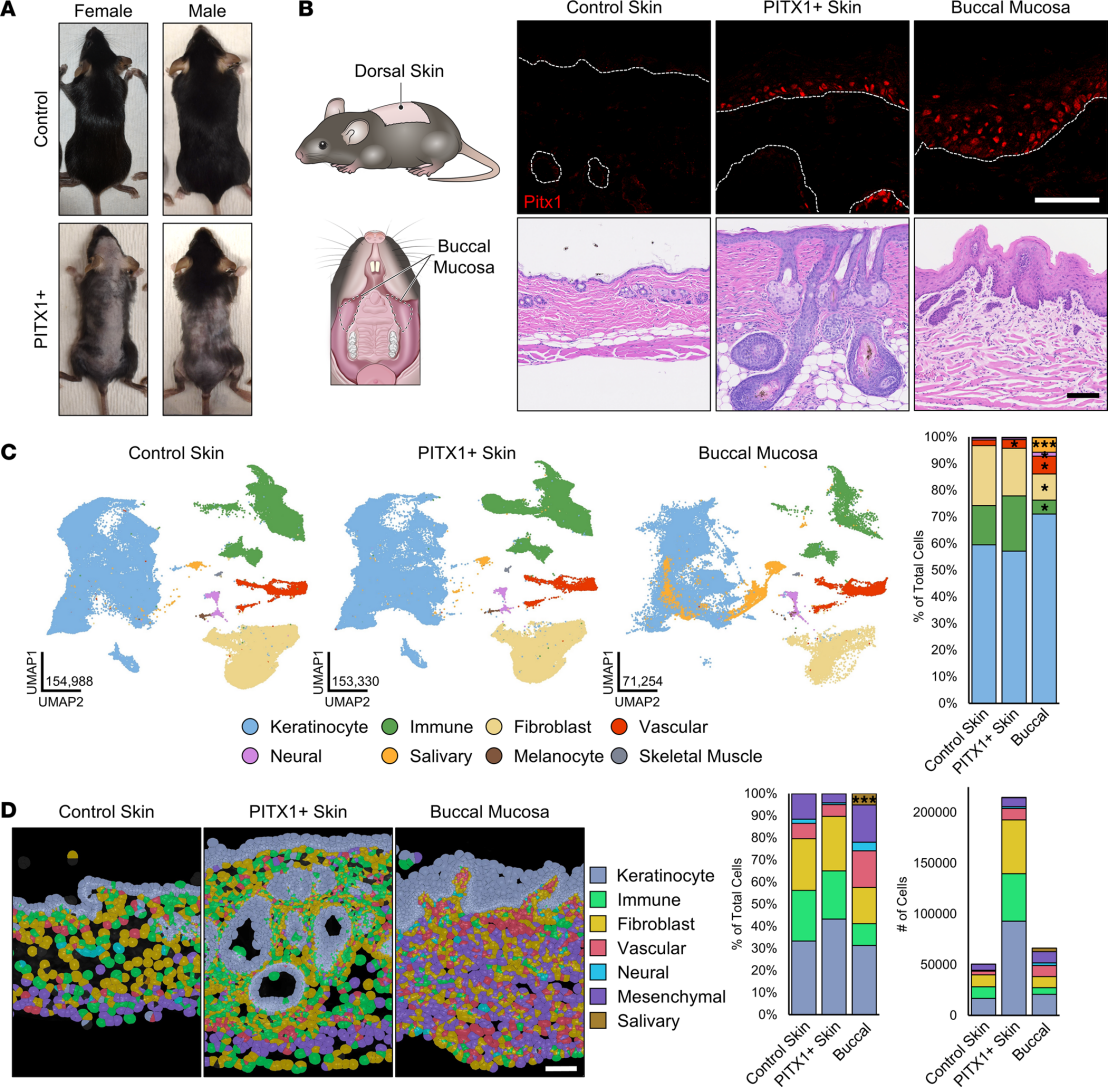
scRNA-Seq and Xenium in situ analysis of control skin, PITX1^+^ skin, and buccal mucosa. (**A**) Representative dorsal images of male control and PITX1^+^ male and female mice. (**B**) Schematic of tissues collected (left). Representative immunofluorescent (IF) stainings for PITX1 (shown in red) and DAPI (shown in blue) in control epidermis, PITX1^+^ epidermis, and buccal epithelium. Dotted lines denote dermal-epidermal junction (DEJ) (top, middle). Representative H&E of tissues (bottom). Scale bars = 100 μm. (**C**) Uniform manifold approximation and projections (UMAPs) and cell type annotations of whole skin scRNA-Seq (left) and proportion plot of cell types in each condition (right). *n* = 8 control mice, 8 PITX1^+^ mice, 7 buccal mucosae pools. (**D**) Xenium in situ representative images of male FFPE skin sections with Xenium-derived cell types highlighted. *n* = 3 control skin, 4 PITX1^+^ mice, 7 buccal mucosae; scale bar = 100 μm (left). Proportion plot and total number of each cell type in each condition (right). Significance for proportion plots was assessed by proportionality testing followed by ad hoc comparisons against the corresponding cell type in control skin to derive log_2_ fold-change (log_2_FC) (*P < 0.01 & log_2_FC > |1.5|, ***P < 0.01 & log_2_FC > |4|).

**Figure 2:**
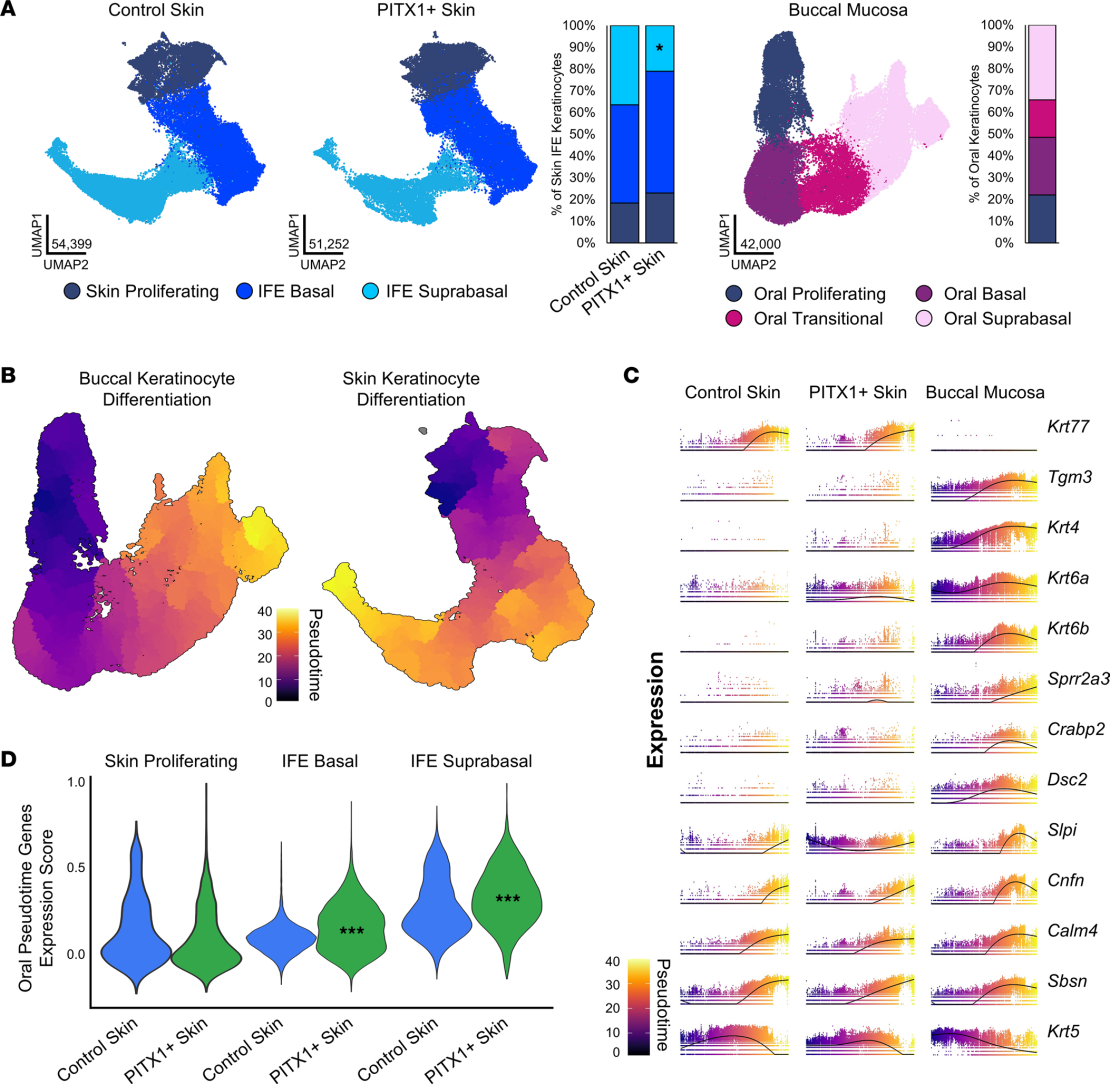
PITX1 reprograms epidermal interfollicular keratinocyte subtypes. (**A**) UMAPs of control skin and (*n* = 8) PITX1^+^ (*n* = 8) interfollicular epidermal (IFE) keratinocyte subpopulations and proportion plot (left). UMAP of buccal keratinocyte (*n* = 7) subpopulations and proportion plot (right). Significance for skin proportion plot was assessed by proportionality testing followed by ad hoc comparisons against the corresponding cell type in control skin to derive log_2_ fold-change (log_2_FC) (*P < 0.01 & log_2_FC > |1.5|). (**B**) Pseudotime trajectory plots of buccal (left) and integrated IFE keratinocyte data sets (right). (**C**) Plots illustrating gene expression as a function of pseudotime of individual cells (dots) in each condition. Line indicates average gene expression over pseudotime. (**D**) Violin plots of the relative expression of the top oral differentiation-associated genes in skin IFE subpopulations. Data are shown as the distribution of relative expression scores for individual cells for each condition. Significance in each skin subpopulation was determined by pairwise Wilcoxon’s rank sum tests with Benjamini-Hochberg multiple comparisons correction (***P < 0.001).

**Figure 3:**
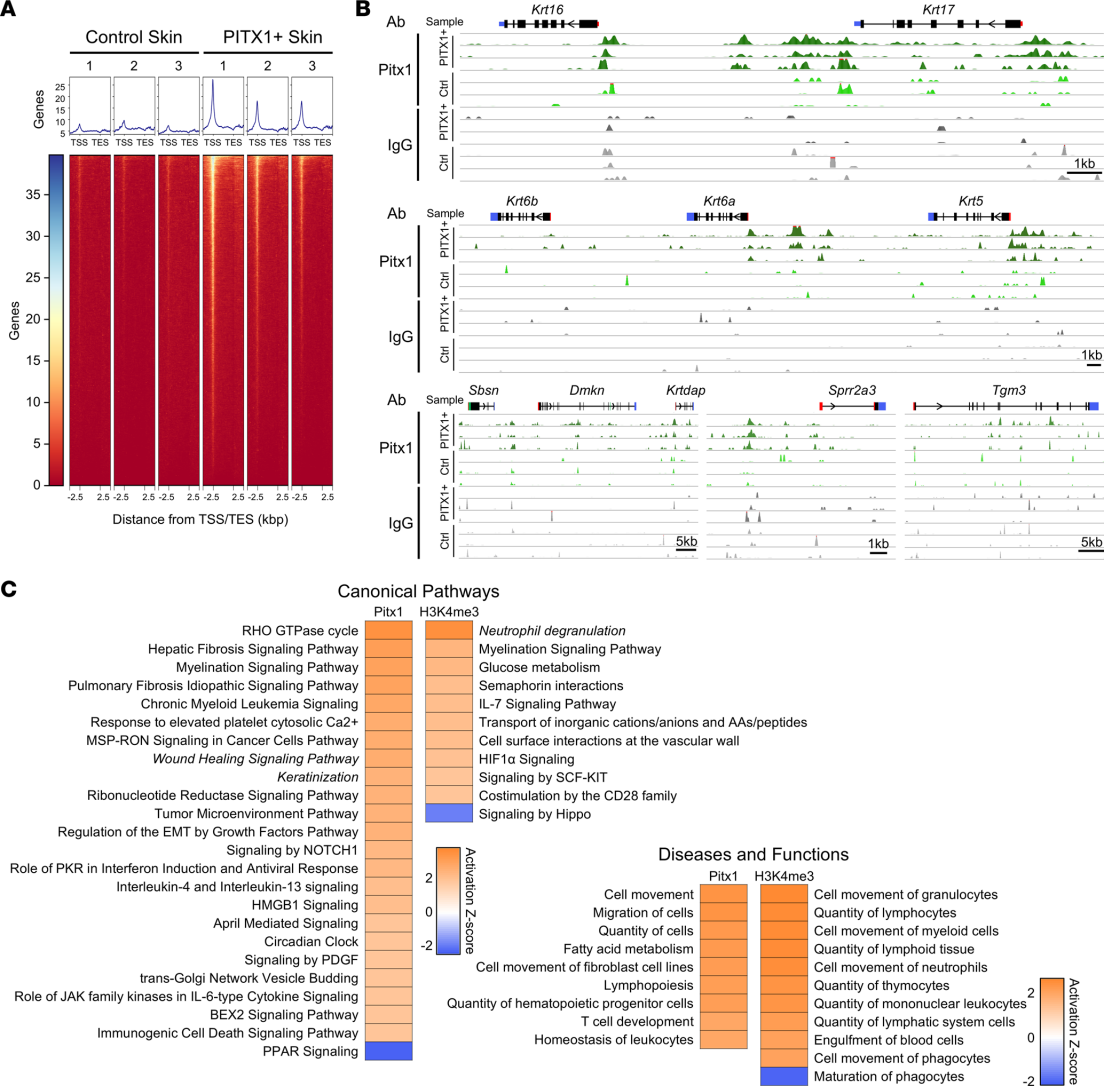
CUT&Tag-Seq of PITX1 illustrates binding to activated and oral keratinocyte genes. (**A**) Control (*n* = 3) and PITX1^+^ (*n* = 3) epidermal cell CUT&Tag-Seq heatmaps of average genomic occupancy of PITX1 over transcriptional units, starting 2.5 kb upstream of TSS and ending 2.5 kb downstream of transcription end sites. (**B**) Representative genomic tracks of control and PITX1^+^ epidermal CUT&Tag-Seq for PITX1 and IgG antibodies. Gene 5′-UTR (red bar), exons (black bars), alternatively spliced exons (green bars), 3′-UTR (blue bars), and direction of transcription (arrows) represented above tracks. (**C**) IPA ontologies of genes differentially occupied by PITX1 or histone H3K4me3 in PITX1^+^ mouse epidermis. *Z* score > |2| was considered significantly activated or repressed.

**Figure 4:**
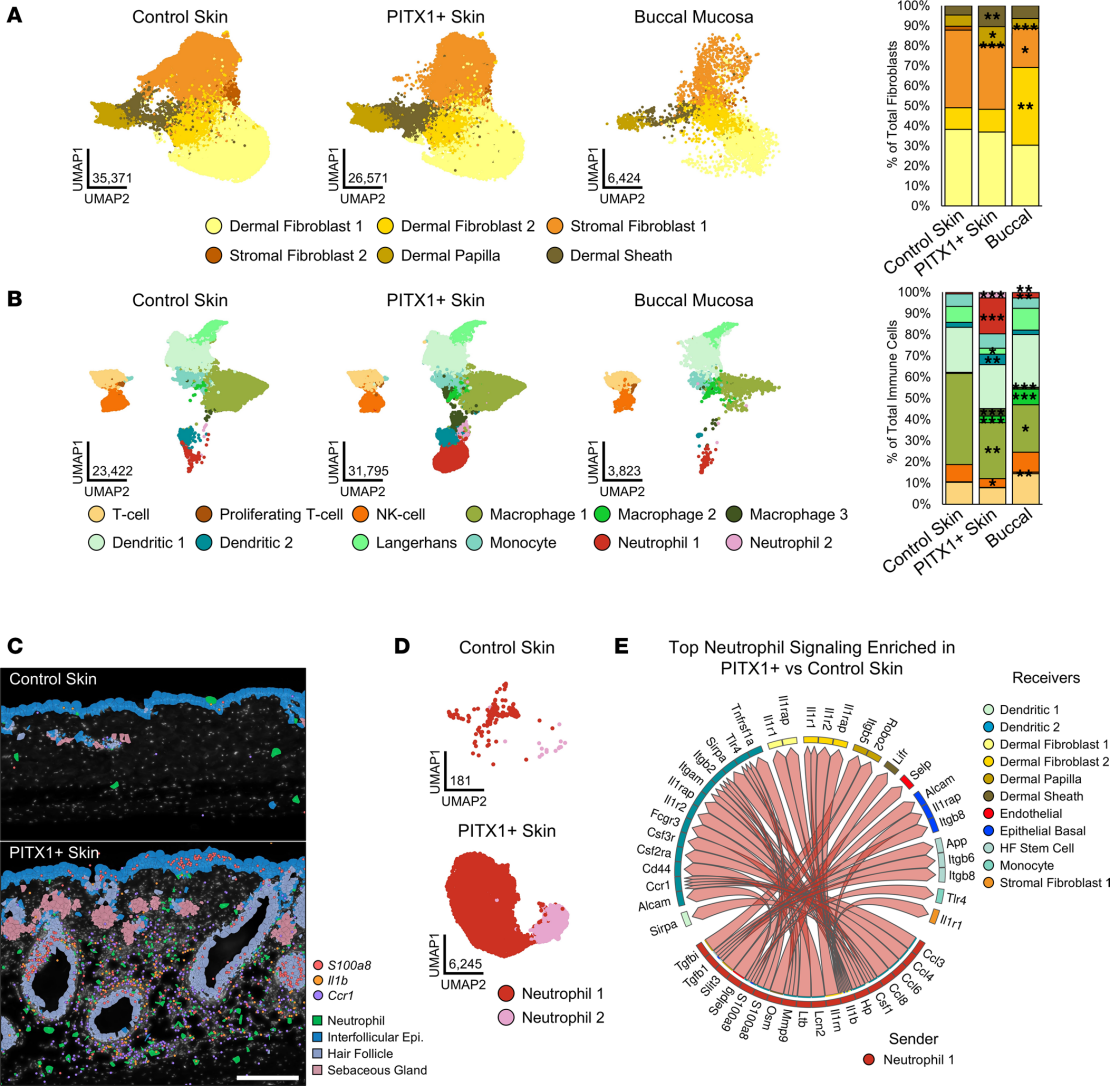
PITX1 expression alters the balance of fibroblasts and immune cells in the skin. (**A**) UMAPs of fibroblast subpopulations in control skin (*n* = 8), PITX1^+^ skin (*n* = 8), and buccal mucosa pools (*n* = 7) (left). Proportion plot of fibroblast subpopulations (right). (**B**) UMAPs of immune cell subpopulations in control skin (*n* = 8), PITX1^+^ skin (*n* = 8), and buccal mucosa pools (*n* = 7) (left). Proportion plot of immune cell subpopulations (right). Significance for proportion plots was assessed by proportionality testing followed by ad hoc comparisons against the corresponding cell type in control skin to derived log_2_ fold-change (log_2_FC) (*P < 0.01 & log_2_FC > |1.5|, **P < 0.01 & log_2_FC > |2|, ***P < 0.01 & log_2_FC > |4|). (**C**) Representative Xenium of male control skin (*n* = 3) and PITX1^+^ skin (*n* = 4), highlighting neutrophils, IFE keratinocytes, HF keratinocytes, and sebaceous gland keratinocytes. Transcripts of *S100a8*, *Il1b*, and *Ccr1* are indicated by colored dots. Scale bar = 200 μm. (**D**) UMAP of control skin and PITX1 skin neutrophil subpopulations. (**E**) Circos plot showing PITX1^+^ skin-enriched ligand-receptor (L-R) interactions predicted by MultiNicheNet to originate from Neutrophil 1 subpopulation (sender). Arrows point to cell subpopulations that are predicted to be engaged by Neutrophil 1 (receivers). Genes constituting predicted signaling pairs are listed on outside of plot.

**Figure 5:**
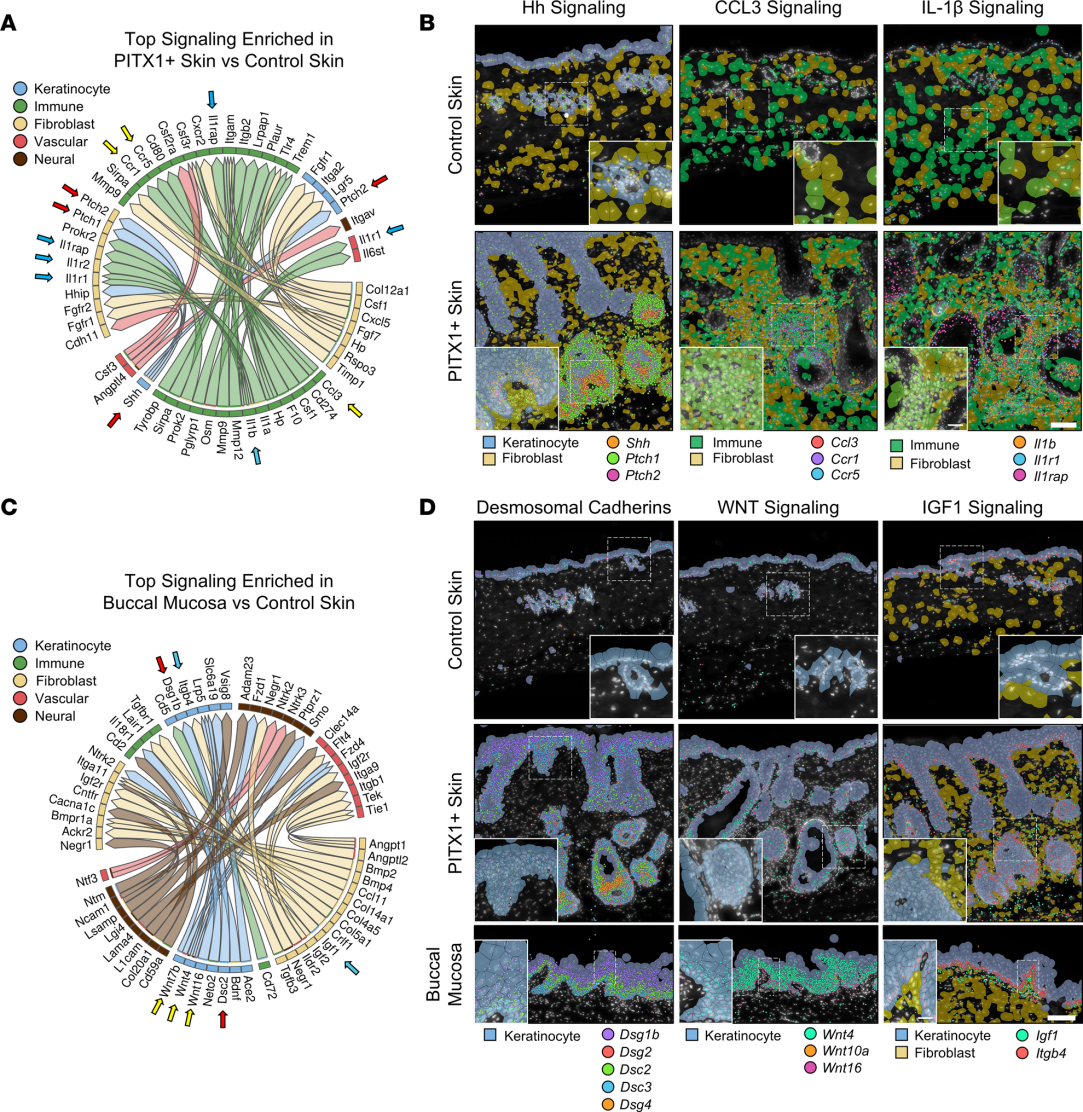
Intercellular communication in the skin is shifted toward an oral like state by PITX1. (**A**) Circos plot showing the top 20 PITX1^+^ skin-enriched L-R interactions predicted by MultiNIcheNet between cell types of the skin. Control (*n* = 8) and PITX1^+^ (*n* = 8). Genes constituting predicted signaling pairs are listed on outside of plot. (**B**) Representative Xenium of male control skin (*n* = 3) and PITX1^+^ skin (*n* = 4) of indicated L-R pairs (arrows in **A**) highlighting Hedgehog (Hh), CCL3, and IL-1β signaling. Dashed boxes show inset area. Transcripts indicated are represented by colored dots. Scale bar = 100 μm; inset scale bar = 25 μm. (**C**) Circos plot showing the top 20 buccal mucosa–enriched L-R interactions over control skin predicted by MultiNIcheNet. Buccal mucosa (*n* = 7). (**D**) Representative Xenium of male control skin, PITX1^+^ skin, and buccal mucosa (*N* = 7) of indicated L-R pairs (arrows in **C**) highlighting expression of desmosomal cadherins and WNT and IGF1 signaling pathways. Dashed boxes show inset area. Transcripts indicated are represented by colored dots. Scale bar = 100 μm; inset scale bar = 25 μm.

**Figure 6:**
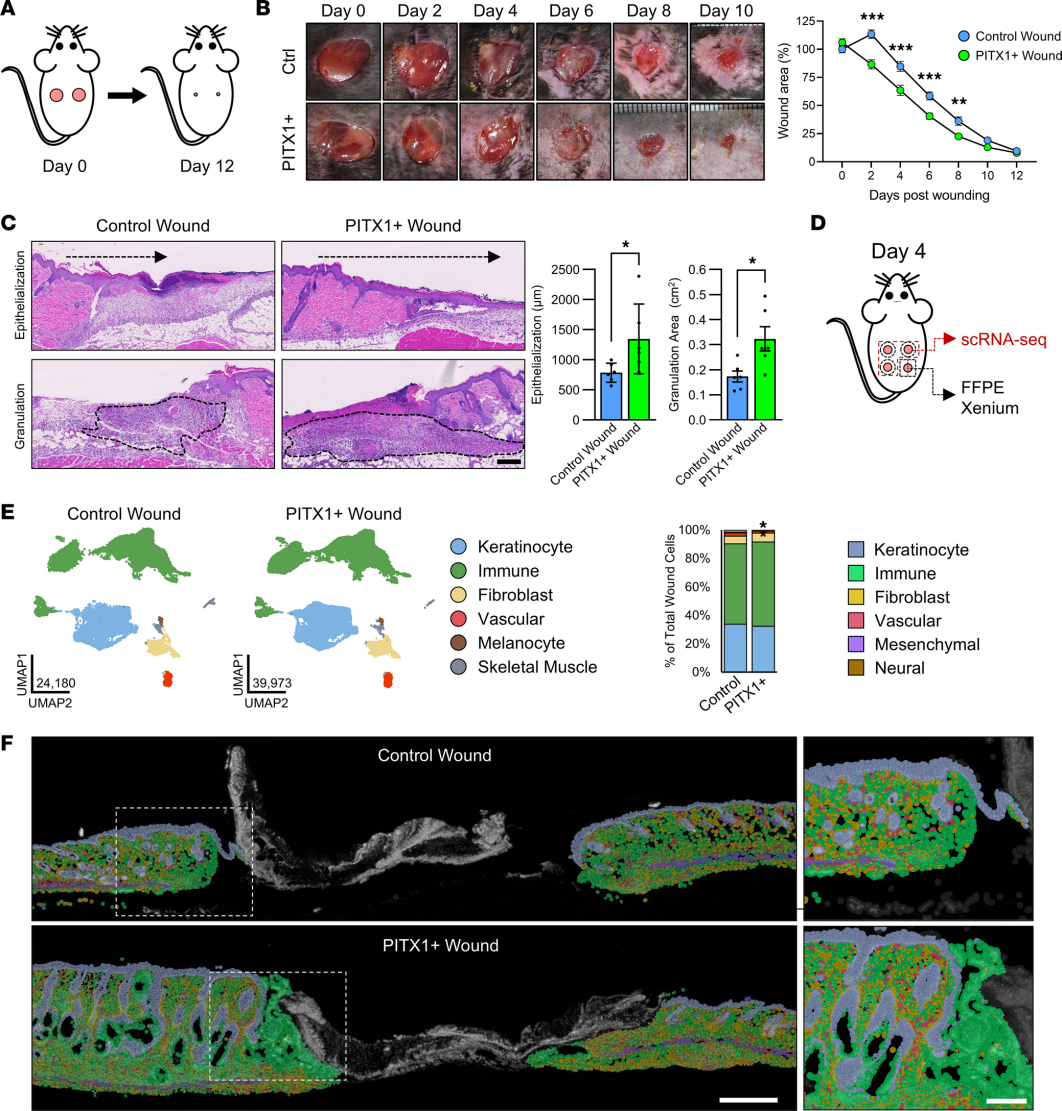
PITX1 promotes cutaneous wound healing. (**A**) Schematic of full-thickness wound-healing model. (**B**) Representative images from control (*n* = 11) and PITX1^+^ (*n* = 11) mice upon wounding (day 0) until day 10 after wounding (left). Quantification of wound area remaining open during healing. Significance assessed by 2-way repeated measures ANOVA with Tukey’s post hoc testing (**P < 0.01, ***P < 0.001). (**C**) Representative H&E images of male day 4 wounds used for measurement of wound reepithelialization and area of granulation tissue (left). Scale bar = 100 μm. Quantification of the reepithelization distance and granulation tissue area plotted as average ± SEM (right). Significance assessed by Student’s 2-tailed *t* test (*P < 0.05). (**D**) Schematic of wound tissues used for scRNA-Seq and Xenium. (**E**) UMAPs and cell type annotations of control (*n* = 6) and PITX1^+^ (*n* = 7) skin wound scRNA-Seq (left) and proportion plot of cell types (right). Significance for proportion plot assessed by proportionality testing followed by ad hoc comparisons against the corresponding cell type in control wound skin to derive log_2_ fold-change (log_2_FC) (*P < 0.01 & log_2_FC > |1.5|). (**F**) Xenium in situ representative images of FFPE male control (*n* = 1) and PITX1^+^ (*n* = 2) wound sections with cell types highlighted. Dashed box highlights wound-adjacent inset image. Scale bar for whole wound = 500 μm, scale bar for wound-adjacent inset = 200 μm.

**Figure 7:**
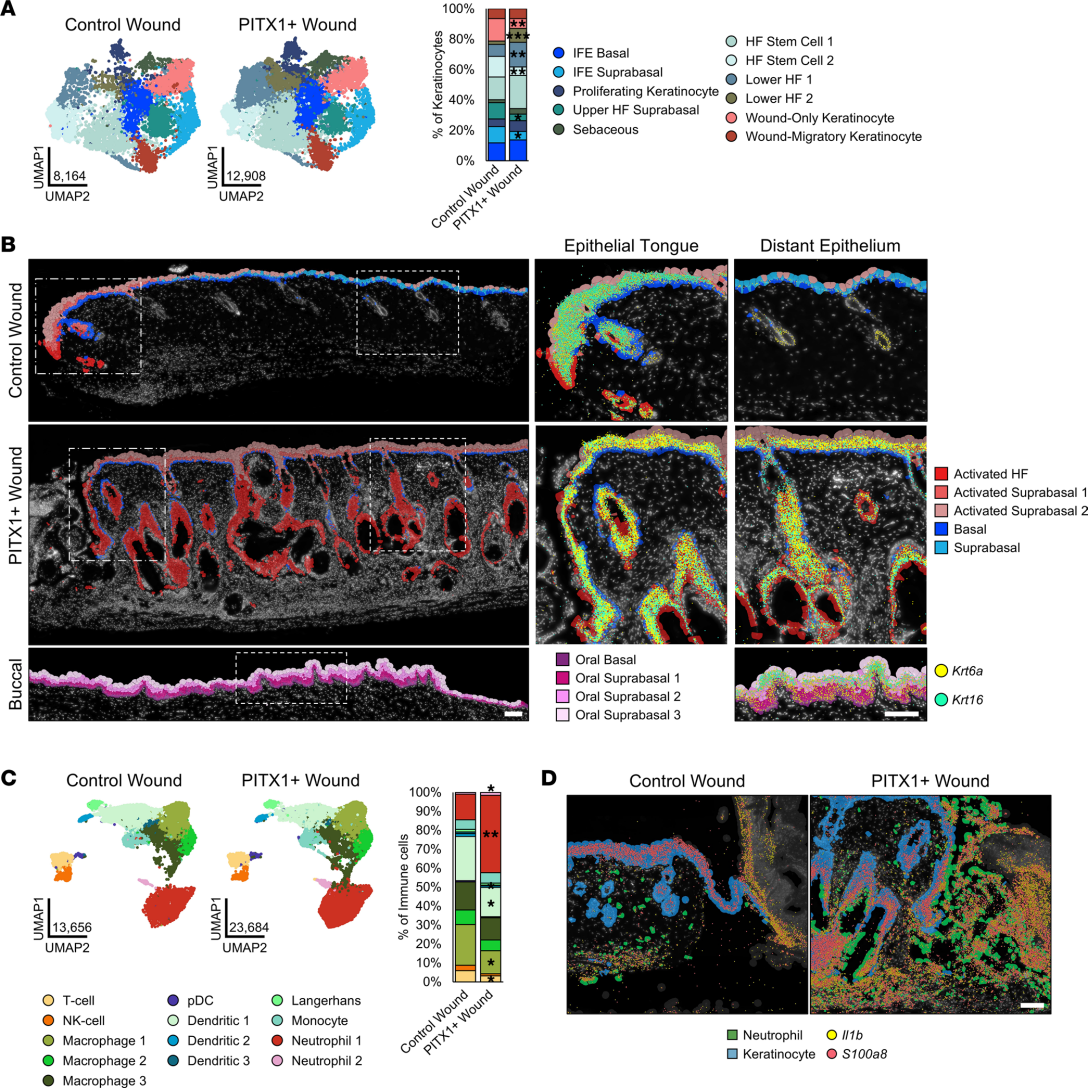
Primed, activated keratinocytes and enhanced neutrophil recruitment are features of PITX1^+^ skin wounds. (**A**) UMAPs of control skin (*n* = 8), PITX1^+^ (*n* = 8), and buccal mucosa (*n* = 7) scRNA-Seq keratinocyte subpopulations (left). Proportion plot of wound keratinocyte subpopulations (right). (**B**) Representative Xenium of male control (*n* = 1) and PITX1^+^ wounds (*n* = 2) with cell subtypes highlighted. Dotted boxes indicate magnification of the wound-adjacent epithelial tongue (middle) and distal epithelium (right). *Krt6a* (yellow) and *Krt16* (cyan) transcripts represented by colored dots. Scale bars of both large wound field and insets are 100 μm. (**C**) UMAPs of control and PITX1^+^ wound scRNA-Seq immune cell subpopulations (left). Proportion plot of immune cell subpopulations (right). pDC, plasmacytoid dendritic cell. (**D**) Representative Xenium of wound-adjacent region of male control and PITX1^+^ samples with Neutrophils (green) and Keratinocytes (blue) highlighted. *Il1b* (yellow) and *S100a8* (red) transcripts represented by colored dots. Scale bar = 100 μm. Significance for proportion plots was assessed by proportionality testing followed by ad hoc comparisons against the corresponding cell type in control skin to derive log_2_ fold-change (log_2_FC) (*P < 0.01 & log_2_FC > |1.5|, **P < 0.01 & log_2_FC > |2|, ***P < 0.01 & log_2_FC > |4|).

How the deposited data were processed for this re-analysis (not part of the article)

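Xenium in situ data were held for 4 slides: male unwounded skin, female unwounded skin, buccal mucosa and male skin on day 4 after wounding. For each slide the authors deposited the output of the instrument, with a table of decoded transcripts, a table of cells, and cell and nucleus outlines, which were not used. The unit of the deposited cells table is counts of transcripts and of control calls per cell, without normalization. The deposited transcripts table gives each transcript a quality score, a position, a mark for lying over the nucleus and the cell it was assigned to. Positions, areas and the nucleus mark are other quantities, in µm, µm² or as 0 and 1. The software version and the settings of the segmentation are not named in the paper's main text, and its Supplemental Methods were not read. Nothing in the single-cell sequencing, CUT&Tag, bulk sequencing or staining experiments of the paper was analysed here.

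Transcripts of the 328 panel genes with a quality score of at least 20 were counted per cell. Sections were separated by position, joining cells within 100 µm on unwounded slides and 200 µm on the slide with wounds. The condition of each unwounded section was taken from the match of its number of cells to the totals listed behind Figure 1D, with a tolerance of 3%, 1 filter on cells for every section, and no gene used. The criterion was set in advance. The filter that met it, at least 3 different genes per cell, and the joining distances were found by trying filters of at least 1 to 5 transcripts, at least 1 to 4 genes and counts over the nucleus against the listed totals, and with at least 1 transcript some sections missed the tolerance. The wounds were labelled by their outlines in Figure 6F, the second PITX1+ wound by elimination, and the eschar was outlined by hand.

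Cells with at least 10 transcripts were kept. Counts were scaled to the total of each cell and put on a log scale, and k-means with 45 clusters was run on 40 principal components (scikit-learn 1.9.0), without the 40 genes whose levels are compared as results. Clusters were named from marker lists set in advance, by the class with the most markers among their 10 leading genes, ties going to the class with the most markers at 1.5-fold in at least 10% of cells, of which at least 3 were needed. The rule, the exclusion of clusters led by *Atoh1* with rare transcripts of several lineages, and the rule for kinds of keratinocyte and immune cell were set after the clusters had been seen. Names therefore carry the ending -like. No cells were removed as doublets.

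Counts were summed per section and class. Sections matched to PITX1+ skin were compared with Control sections with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest, slide as covariate, Benjamini-Hochberg adjustment, threshold 0.05), and again with DESeq2 1.42.0. Slide and sex are the same variable. Buccal sections were compared with Control sections without a covariate, since tissue and slide cannot be told apart there. Shares, densities and distances were compared over sections with two-sided exact permutation tests (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), whose smallest p is 0.0571 for 3 sections against 4, 0.0167 for 3 against 7, 0.125 for 4 pairs and 0.0313 for 6 pairs. Wounds were given as values with 95% exact intervals, which cover counting error only. Sections held 474847 to 749248 transcripts in Control skin, 2832562 to 5581930 in the sections matched to PITX1+ skin and 136365 to 2368603 in buccal mucosa, and the wounds 1622746, 3336168 and 5430303, so the Control sums have the widest counting error among skin sections.

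Tested on simulated data with 200 genes changed in sections of the same depths, edgeR recovered between 58.8% and 71.5% of changed genes and called between 0.781% and 3.25% of unchanged ones. Each comparison was simulated once, with as many genes raised as lowered and no difference between slides. For keratinocyte-like cells 200 of 328 genes were changed. These rates need not hold where fewer genes change or where most change in the same direction.

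The genes named are the panel genes that the paper names in sentences on Xenium data, *Pitx1*, and the 5 largest changes in each direction among genes past the threshold in keratinocyte-like cells whose sections do not overlap between conditions within each slide. Results for some of these genes are not reported here. This rule, the comparisons and most alternatives were set before the data were examined. The 6 markers in the list of hair follicle stem cells, set with the other marker lists, were tested as genes as well, which the rule did not name. The alternatives were library size in place of TMM, DESeq2, no filter on genes, transcripts over the nucleus, transcripts of any quality, at least 20 transcripts or no filter on cells, 30 and 60 clusters, no slide covariate, named cells only, distances of 25 and 100 µm, 1 or 5 *Shh* transcripts, pseudocounts of 1 and 100 in place of 10, other sizes of square, and each section left out. Added after seeing the data were buccal sections with at least 100 keratinocyte-like cells, shares of cells with at least 3 different genes, *Igf1* near and far as CPM, the density of PITX1+ against buccal sections, the immune-dense squares, immune-like and fibroblast-like cells per mm², buccal basal-like and differentiated-like cells per cell, 8 genes by kind of keratinocyte-like cell, and a fit with the listed number of a section as block.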

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

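Of the tests in this part, the checks on the quality score and on *Krt6a* by kind of keratinocyte were written down before their results were seen. The counts of other splits and the tests of swapped sections, of sections like Control skin, of depth and of the probe, and the values of 5 genes by kind of keratinocyte, were chosen only after the result was seen.

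*Pitx1* differed between the sexes. In keratinocyte-like cells the log2 fold change was 5.50 in male and 0.43 in female sections matched to PITX1+ skin, a difference of 5.11 (adjusted p = 0.0267 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over whole sections the difference was 5.43 (adjusted p = 0.0148 in edgeR's quasi-likelihood test), with 5.20 in male and -0.10 in female sections. A swap of the female Control and PITX1+ sections would make most genes that change at least 2-fold in the male sections change the opposite way, but 145 of 173 (83.8%) changed the same way. Lower depth cannot account for it, since 4672 *Pitx1* transcripts would be expected in the female sections at the lowest male level and 343 were counted. Nor can the filter on quality, as 68.8% of 781 *Pitx1* transcripts of any quality reached the minimum in the female sections and 80.0% of 4117 in the male sections. The probe may have read poorly on the female slide: *Pitx1* stood at 53.4 CPM in the female and 15.3 CPM in the male Control sections, but a background level does not show how a high level would be read, so this stays open. Nor are these female sections skin like the Control sections, since 74.6% and 83.8% of the same genes lay beyond both female Control sections in the male direction, where chance gives 33.3%. Female skin that differs from Control skin for another reason than the transgene was not tested and stays open, and so does a difference between the sexes in the induction of the gene. Slide and sex cannot be told apart.

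*Krt6a* differed between the sexes in the opposite sense, by -4.44 (adjusted p = 0.00953 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of -0.63 in male and 3.85 in female sections. The male difference rests on 1 Control section. Hair follicle cells could hold the *Krt6a* of that section, but in basal-like and differentiated-like cells alone it was 24.6 times as high as in the female Control sections (13529 CPM against 513 and 587). What sets this section apart was not tested further. Of 328 genes in keratinocyte-like cells, 14 passed the test of the interaction, and of 328 over whole sections, 17. In fibroblast-like and immune-like cells edgeR called 0, with 39 and 35 at an unadjusted p under 0.05, and DESeq2 was not run for the interaction.

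Single sections stood far from the others in 4 of 77 groups, and chance flags about 1 in 20 groups. In Buccal section 7, salivary-like cells made up 43.2% of cells and *Pitx1* stood at 1270.01 CPM in keratinocyte-like cells, where the 5 other sections with at least 100 such cells lay between 748 and 922. In Buccal section 3, immune-like cells made up 7.80%, where the other buccal sections lay between 3.26% and 4.75%. That section held 85 keratinocyte-like and sebaceous-like cells, 3 of them keratinocyte-like, and leaving it out changed the difference in cell density between buccal and Control sections to 2607. In PITX1+ section 4, *Wfdc3* stood at 839 CPM, where the lowest section matched to PITX1+ skin had 138 and the Control sections 2016 to 4063. No explanation was tested for these sections.

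Among genes the paper does not discuss for the Xenium data, *Lrrc15* rose in keratinocyte-like cells of the sections matched to PITX1+ skin by 5.34 on the log2 scale (from 57.5 CPM, adjusted p = 0.00669 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while *Wfdc3* (-3.50, adjusted p = 0.00372), *Tnxb* (-3.44, adjusted p = 0.00179), *Krt15* (-2.82, adjusted p = 0.0115) and *Fcgbp* (-2.68, adjusted p = 0.0136) were lower by edgeR's quasi-likelihood test, each beyond every Control section in 4 of 4. Without overlap in both slides, chance gives a share of 11.1% of genes. Their calls held under each of 18 alternatives for *Lrrc15*, *Wfdc3* and *Tnxb*. That of *Krt15* was lost without the slide covariate (0.0535) and without PITX1+ section 2 (0.0640), and that of *Fcgbp* without the slide covariate (0.127) and with the listed number as block (0.0540), all by edgeR's quasi-likelihood test, where the adjusted p began at 2.29e-07 and 5.54e-07 with DESeq2. All 5 entered the clustering, so the cells called keratinocyte-like depend on them in part. The makeup of the keratinocyte-like cells differed between conditions: basal-like and differentiated-like cells were 60.1%, 76.8% and 76.3% of them in Control sections and 11.8%, 26.0%, 28.9% and 23.5% in the sections matched to PITX1+ skin. In basal-like cells alone, on the scale of log2(CPM + 10), the changes were 0.71 for *Lrrc15* (exact permutation p = 0.286), -0.37 for *Wfdc3* (p = 0.8, exact), -1.58 for *Tnxb* (p = 0.0571, exact), -1.55 for *Krt15* (p = 0.0571, exact) and -0.71 for *Fcgbp* (p = 0.343, exact). In differentiated-like cells alone they were 1.52, -0.66, -1.90, -3.24 and -1.24 in the same order (exact permutation p of 0.343, 0.629, 0.114, 0.171 and 0.171). A change in makeup therefore stays open as a cause.

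The number of genes past the threshold was set against other splits of the same sections. For the PITX1+ comparison in keratinocyte-like cells 1 of 34 splits, the real one, gave as many genes (105, the largest other 26), as it did in fibroblast-like cells (1 of 34, with 34 against 28) and over whole sections (1 of 34, with 67 against 63). With the slide as covariate, only the 18 splits that keep the numbers of sections on each slide can stand in for the real one. It alone gave as many in these 3 comparisons, which 18 splits cannot bring under 0.05, so chance cannot be excluded by this count. In immune-like cells 2 of 34 splits gave as many, both among the 18, the other with 35 genes against 12, so chance cannot be excluded there either. For the buccal comparison it was 1 of 100 (187 against 155), and chance can be excluded at 0.05, while tissue and slide cannot be told apart. A split of male against female sections cannot be fitted with the slide as covariate.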

How the results depend on the processing

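The replicate block, the shares of cells with at least 3 different genes, the buccal kinds of keratinocyte in transcripts per cell and the buccal comparison over sections with at least 100 keratinocyte-like cells were tests chosen only after the result was seen.

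Over values that answer a comparison, 405 results under an alternative kept their direction and their side of the threshold, 85 fell below it, 5 rose above it, 31 moved and 11 reversed. For single genes the numbers were 955, 73 and 34, with 26 reversed. *Dsg4*, *Dsc2*, *Krt16*, *Slpi*, *Tgm3*, *Krt77*, *Shh*, *Lrrc15*, *Wfdc3* and *Tnxb* in keratinocyte-like cells passed under each of 18 alternatives. None of these 18 held the makeup of the keratinocyte-like cells fixed. Unless an alternative's construction is named, the cause was not tested.

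Counts of genes past the threshold in keratinocyte-like, fibroblast-like and immune-like cells and whole sections (105, 34, 12 and 67) became 183, 72, 45 and 123 with DESeq2, and 32, 0, 0 and 8 without the slide as a covariate, where edgeR left 39 and 24 genes at an unadjusted p under 0.05 beside the zeros. In immune-like cells the count was 21 with transcripts over the nucleus, 7 with transcripts of any quality, 1 with at least 20 transcripts per cell and 23 with 30 clusters. Leaving out 1 section gave ranges of 37 to 126, 6 to 46, 0 to 33 and 13 to 85. The lowest were without PITX1+ section 2 in keratinocyte-like and fibroblast-like cells and without Control section 2 over whole sections, and in immune-like cells edgeR called 0 without Control section 1 or 2 or PITX1+ section 1 or 2, with 49, 42, 48 and 41 genes at an unadjusted p under 0.05.

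With the listed number of a section as a replicate block in place of the slide, over 6 sections numbered 1 to 3, the counts were 72, 38, 22 and 37, of which 64, 28, 12 and 33 were shared. Within the female slide, deviations of sections with the same number were correlated across genes by 0.0545, 0.0993, -0.23 and -0.0023 in the same order, so there a shared number went with little or no shared deviation. A call lost in this fit, with 1 section fewer, does not show a weaker effect. *Dlx3* (adjusted p = 0.0555), *Itgb4* (0.0545), *Aldh1a3* (0.0532) and *Fcgbp* (0.0540) were no longer called in edgeR's quasi-likelihood test, *Il1rn* (0.0496) was, and *Igf1* changed by 0.0303.

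*Igf1* in fibroblast-like cells, at 0.00, was 0.21 with library size only, 0.16 with transcripts over the nucleus, 0.057 with transcripts of any quality, 0.035 with at least 20 transcripts, 0.0039 with no filter on cells and 0.15 without the slide covariate. With sections left out it ran from -0.13 to 0.38, the highest without Control section 1. *Il1rap* was 0.14 with library size only and ran from -0.51 to 0.24 with sections left out, and *Il1r1* from -0.010 to 0.44. *Wnt10a* in keratinocyte-like cells was 0.10 without the slide covariate and ran from -0.32 to 0.0499. *Sox9* was -0.055 with transcripts over the nucleus, *Sostdc1* 0.053 without the slide covariate, and *Il1b* ran from -1.21 to 0.022, the highest without Control section 3. *Pitx1* over whole sections ran from -0.11, without Control section 3, to 2.27. In the buccal comparison with library size only, *Dsg2* was -0.87, *Dsc3* -0.69, *Wnt10a* -0.13 and *Wnt16* -0.37.

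The immune-like share of PITX1+ against Control sections was -8.75 points with 30 clusters and ran from -0.220 without PITX1+ section 1 to 4.52 with sections left out. The fibroblast-like share was -0.768 with at least 20 transcripts and -1.14 over named cells, and the salivary-like share ran from -0.0881 to 0.00422, the highest without Control section 1. For buccal against Control sections, the fibroblast-like share was 1.08 with 30 clusters, -6.70 with 60 (exact permutation p = 0.05), -3.27 with no filter on cells (p = 0.217, exact) and -4.03 with at least 3 different genes (p = 0.133, exact), and the neutrophil-like share 0.00011 with at least 20 transcripts. With sections left out the ranges were -7.46 to -4.48 for fibroblast-like, -9.32 to -6.72 for immune-like, 7.40 to 9.38 for vascular-like, 16.4 to 19.7 for mesenchymal-like and -0.0239 to 0.00765 for neutrophil-like cells, the last highest without Control section 3. With 2 Control sections the exact permutation p cannot go below 0.0556. The neural-like share ran from 0.749 to 1.61 and passed without Buccal section 7 (exact permutation p = 0.0238). Buccal density differed by 2449.7 with at least 20 transcripts (exact permutation p = 0.0333) and by 2029 to 2607 with sections left out, passing without Buccal section 3 (exact permutation p = 0.0238).

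Between basal-like and differentiated-like buccal cells, 30 clusters left 3 sections, whose exact permutation p cannot go below 0.25, with 6.85 for *Wnt10a*, 6.07 for *Wnt16*, 0.73 for *Wnt4*, -3.20 for *Dsg1b*, 6.84 for *Dsg2*, 4.61 for *Dsc3*, 8.66 for *Itgb4*, 1.34 for *Krt6a* and -3.88 for *Krt16*. With transcripts over the nucleus *Wnt4* was 0.45 (exact permutation p = 0.0625) and *Dsc2* -1.01 (exact permutation p = 0.0313). In transcripts per cell in place of CPM, *Wnt4* was -1.39 (exact permutation p = 0.0313) and *Krt6a* -2.14 (exact permutation p = 0.0625), both reversed, and *Dsc2* -2.99 (exact permutation p = 0.0313). Leaving out 1 of 6 sections, where p cannot go below 0.0625, gave 5.04 to 5.16 for *Wnt10a*, 4.10 to 4.34 for *Wnt16*, 0.67 to 0.76 for *Wnt4*, -1.04 to -0.94 for *Dsg1b*, 5.07 to 5.35 for *Dsg2*, -0.12 to 0.0089 for *Dsc2*, 2.58 to 2.73 for *Dsc3*, 5.60 to 5.80 for *Itgb4*, 0.55 to 0.88 for *Krt6a* and -2.07 to -1.60 for *Krt16*, and 0.308 to 0.407 for *Igf1* near minus far. *Ptch1* near minus far of *Shh*-positive cells was 0.604 with 1 *Shh* transcript.

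Sections with no transcripts in a class under a setting were dropped from its fit.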

Differences from the paper's values

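The shares of cells with at least 3 different genes, the test of *Igf1* per cell, and *Wnt4* per buccal cell were tests chosen only after the result was seen. Shares of unwounded sections are pooled over sections and set against the paper's values from its Supporting Data Values (Figure 1D), and those of wounds against its text. The paper's proportions are over the 331572 and, for wounds, 13777 and 96382 cells it analysed. The shares here are over cells with at least 10 transcripts, 41797 in Control, 198752 in PITX1+ and 62778 in buccal sections, and 14147 and 96035 in wounds. A value was taken to differ when the larger was more than 1.5 times the smaller and, where there was more than 1 section, the gap was larger than the SD between sections. Of 35 values compared, 11 differed in this way, and a setting closed the gap where its value no longer did.

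The paper's share of immune cells in Control skin is 22.9% and the value here 12.7%. Of the alternatives set before the data were examined, 30 clusters (31.1%) and named cells only (15.5%) had no difference by the same criterion, and the others had one. For vascular cells in Control skin the paper's share is 6.92% and the value here 2.47%, with a gap under every alternative. In PITX1+ skin the paper's share is 5.27% and the value here 3.15%, where 30 clusters (3.79%) closed the gap and the others did not. For salivary gland cells in PITX1+ skin the paper's share is 0.108% and the value here 0.00906%, with a gap under every alternative. In buccal mucosa the paper's share of immune cells is 9.83% and the value here 4.05%, with a gap under every alternative. For vascular cells the paper's share is 16.5% and the value here 10.4%, where 30 clusters (11.3%) closed the gap and the others did not. For mesenchymal cells the paper's share is 16.8% and the value here 26.0%, where no filter on cells (24.5%) closed the gap, as did cells with at least 3 different genes (25.0%), a setting chosen after seeing the values, and the others did not. In the Control wound the paper's share of fibroblasts is 12.2% and the value here 22.3%, and its share of neural cells 1.3% against 0.573% here, both with a gap under every alternative. For mesenchymal cells the paper's share is 7.0% and the value here 4.58%, where at least 20 transcripts (4.84%) and named cells only (4.76%) closed the gap and the others did not. In the PITX1+ wounds the paper's share of mesenchymal cells is 3.9% and the value here 2.33%, with a gap under every alternative.

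The paper states that *Igf1* rises in fibroblasts of PITX1+ skin. Here the log2 fold change was 0.00 (adjusted p = 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative called it. Per cell the means were 0.339 against 0.163 transcripts (exact permutation p = 0.171), which did not pass. It states a significant rise of *Dsg2* in PITX1+ skin. Here the adjusted p was 0.0535 from edgeR's quasi-likelihood test, and *Dsg2* was called with DESeq2, with transcripts of any quality and without PITX1+ section 1. It states a moderate rise of Wnt genes in PITX1+ keratinocytes. Here *Wnt16* fell by 1.49 on the log2 scale, *Wnt10a* changed by -0.11 and *Wnt4* by 0.67 (adjusted p = 0.0574 from edgeR's quasi-likelihood test), *Wnt4* being called with DESeq2 and with transcripts of any quality. Within basal-like and differentiated-like cells alone, *Wnt16* changed by -0.56 and -1.03 (exact permutation p of 0.4 and 0.171). A change in the makeup of keratinocyte-like cells therefore stays open as a cause of its fall. It places *Wnt4* in differentiated buccal cells. Here the direction depended on the unit: *Wnt4* was higher in basal-like cells in 6 of 6 sections as CPM (exact permutation p = 0.0313, and 0.0625 with transcripts over the nucleus), and higher in differentiated-like cells in 6 of 6 per cell (3.21 against 1.82 transcripts, exact permutation p = 0.0313). It states higher Wnt expression in buccal mucosa. Here that held under both scalings for *Wnt4*, while *Wnt10a* and *Wnt16* were lower in buccal mucosa with library size only.

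The paper states a significantly higher density of cells in PITX1+ skin than in control skin. Here 4 of 4 sections were higher, with an exact permutation p of 0.0571, the smallest the design allows. It states a loss of hair follicle stem cells. Here *Cd34* and *Krt15* fell, *Lgr5* rose, and the 3 other markers of the 6 did not pass when adjusted over the list. It states that *S100a8* is higher around neutrophils in PITX1+ skin. Here this held in the 2 male sections and not in the female ones, and held in all 4 with transcripts over the nucleus. It counts *Krt6a* among the genes of an activated state in healthy PITX1+ skin. Here *Krt6a* was raised in female and not in male sections, and was called with DESeq2 and without Control section 3. It states no differences in cell proportions between wounds. Here immune-like cells made up 28.8% of the Control wound and 34.6% and 44.5% of the PITX1+ wounds, with no test. It states that neutrophils release more *Il1b* in PITX1+ wounds. Here *Il1b* per area was higher there, and within neutrophil-like cells it was highest in the Control wound (62336 CPM), while *S100a8* in these cells was higher in both PITX1+ wounds (78551 and 56748 against 50155 CPM).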

Other observations

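The tests of density, and of transcripts assigned to neighbours of neutrophil-like cells, were written down before their results were seen. The test of *Igf1* per cell, and the values of 3 genes by kind of keratinocyte, were chosen only after the result was seen.

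Cells of Control sections lost to the transcript minimum could raise the difference in density. With no filter on cells the difference was 2694 cells per mm² against 2853 with it, so the filter does not account for it.

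Transcripts of neutrophil-like cells could be assigned to their neighbours and raise *Ccr1* near them. With transcripts over the nucleus alone the mean ratio of near to far cells was 3.04, against 2.97 with all transcripts, so this does not account for it as a whole.

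The mean *Igf1* of fibroblast-like cells was 0.339 transcripts per cell in the sections matched to PITX1+ skin and 0.163 in Control skin (exact permutation p = 0.171), and 4933 and 4022 CPM (exact permutation p = 0.514), and neither difference passed. For the wider gap per cell, more transcripts of all genes per cell is a candidate explanation, with a difference of 24.8 transcripts per cell (exact permutation p = 0.229), but the groups' depth and condition cannot be told apart, so it stays open.

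In the wounds, *Pitx1* in keratinocyte-like cells stood at 53.2 CPM in the Control wound and at 641 and 321 CPM in the PITX1+ wounds.

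*Krt77* in keratinocyte-like cells fell by 3.07 on the log2 scale, from 74308 to 9304 CPM (adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower than every Control section in 4 of 4). It also fell in basal-like cells alone (-2.52) and in differentiated-like cells alone (-1.96) on the scale of log2(CPM + 10), each in 4 of 4 sections (exact permutation p = 0.0571). In the same 2 kinds the changes were -0.17 (exact permutation p = 0.514) and -0.96 (p = 0.343, exact) for *Itgb4*, and -0.56 (p = 0.4, exact) and -1.03 (p = 0.171, exact) for *Wnt16*.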
